# A bioenergetic shift is required for spermatogonial differentiation

**DOI:** 10.1038/s41421-020-0183-x

**Published:** 2020-08-18

**Authors:** Wei Chen, Zhaoran Zhang, Chingwen Chang, Zhichang Yang, Pengxiang Wang, Haihui Fu, Xiao Wei, Eric Chen, Suxu Tan, Wen Huang, Liangliang Sun, Ting Ni, Yi Yang, Yuan Wang

**Keywords:** Stem cells, Cell biology

## Abstract

A bioenergetic balance between glycolysis and mitochondrial respiration is particularly important for stem cell fate specification. It however remains to be determined whether undifferentiated spermatogonia switch their preference for bioenergy production during differentiation. In this study, we found that ATP generation in spermatogonia was gradually increased upon retinoic acid (RA)-induced differentiation. To accommodate this elevated energy demand, RA signaling concomitantly switched ATP production in spermatogonia from glycolysis to mitochondrial respiration, accompanied by increased levels of reactive oxygen species. Disrupting mitochondrial respiration significantly blocked spermatogonial differentiation. Inhibition of glucose conversion to glucose-6-phosphate or pentose phosphate pathway also repressed the formation of c-Kit^+^ differentiating germ cells, suggesting that metabolites produced from glycolysis are required for spermatogonial differentiation. We further demonstrated that the expression levels of several metabolic regulators and enzymes were significantly altered upon RA-induced differentiation, with both RNA-seq and quantitative proteomic analyses. Taken together, our data unveil a critically regulated bioenergetic balance between glycolysis and mitochondrial respiration that is required for spermatogonial proliferation and differentiation.

## Introduction

Spermatogonial stem cells (SSCs) maintain a pool of undifferentiated progenitor spermatogonia during spermatogenesis, the postnatal germ cell development^1^. During this process, undifferentiated spermatogonia proliferate transiently and respond to developmental cues, such as retinoic acid (RA) to become differentiating spermatogonia, which further develop into spermatocytes and haploid spermatids through meiosis^1–5^. It is therefore critical to understand how spermatogonial proliferation and differentiation are balanced to sustain proper spermatogenesis. SSCs are rare and only occupy ~0.03% of germ cell populations in adult mice^1–5^. In contrast, in vitro cultured spermatogonia can proliferate long-term, and thus represents a feasible platform to investigate both genetic and environmental influence on postnatal germ cell development^6,7^. CD90 and CD9 surface antigens are often used to enrich undifferentiated spermatogonia and SSCs (refs. ^8,9^) that express marker genes, such as ID4, GFRα1, and PLZF at high levels^3–5,10–14^. The c-Kit expression marks the appearance of differentiating spermatogonia and early-stage spermatocytes^15^. FGF2 and GDNF are required to maintain spermatogonial proliferation^4,6,16–18^, whereas upon treatment with RA (refs. ^19,20^), CD90^+^/CD9^+^/c-Kit^−^ spermatogonia start to differentiate into c-Kit^+^ cells, in which STRA8 and SYCP3 are upregulated^11,12,14,19–23^. Undifferentiated spermatogonia with an SSC capacity can be further evaluated for their potential to undergo meiosis and regenerate complete spermatogenesis in vivo by testicular transplantation into *Kit*^*w/w-v*^ mice, a commonly used recipient mouse model with defective endogenous germ cell development^24–26^.

All mammalian cells produce ATP with various proportional contributions from glycolysis and mitochondrial oxidative phosphorylation (OXPHOS). These cellular processes not only generate energy, but also provide essential metabolic intermediates that are needed for cell division, lineage development, and epigenetic modifications^27,28^. A tightly regulated balance between glycolysis and OXPHOS is particularly important for stem cell self-renewal and differentiation. It has been shown that the activation of glycolysis and inhibition of OXPHOS increase the reprograming efficiency of somatic cells toward induced pluripotent stem cells^28–30^. Specifically for germ cells, accumulating evidence suggests that an intricate network of transcriptional factors, metabolic drivers, and signaling molecules acts together to maintain a biogenetic balance between glycolysis and OXPHOS (refs. ^27,31,32^). For example, single-cell RNA-seq analyses have revealed differential expressions of metabolic drivers during different stages of spermatogenesis^33,34^. In addition, forkhead box (FOX)O1 regulates the expression of MYC/MYCN transcription factors that in turn modulate cell cycle and glycolysis to impact SSC self-renewal^35^.

Most studies suggest that adult stem cells reside at a niche with low oxygen tension, and thus rely on glycolysis for energy production to avoid DNA damage caused by reactive oxygen species (ROS) from OXPHOS (refs. ^27,31^). However, SSCs and undifferentiated spermatogonia are located at the base of seminiferous tubules with layers of spermatocytes and spermatids sequentially migrating from basal toward luminal regions^1–5^. As blood vessels run between seminiferous tubules, oxygen reaches to the lumen only by diffusion^36,37^. Compared to meiotic and post-meiotic germ cells, spermatogonia appear to have relatively easier access to oxygen^36,37^. Indeed, it was reported that ROS was required for mouse SSC self-renewal by activating P38/MAPK and JNK pathways^38^. However, recent studies also showed that hypoxia culture conditions, and increased glycolysis favored SSC establishment and long-term maintenance^35,39^. It remains undetermined whether the balance between glycolysis and OXPHOS changes during spermatogonial differentiation, and whether a high level of OXPHOS is required for this process.

We hereby conducted experiments to unveil metabolic changes and regulatory mechanisms in spermatogonial differentiation. Using an in vitro differentiation platform, we found that undifferentiated spermatogonia adapted a distinct bioenergetic preference from their differentiating populations. In addition, we identified several novel metabolic regulators that were differentially expressed in undifferentiated and differentiating spermatogonia. Disturbed bioenergetic balance led to the disrupted spermatogonial proliferation and differentiation, thereby supporting an essential role of metabolic regulation in spermatogonial fate specification.

## Results

### Establishing an in vitro spermatogonial differentiation platform

To understand metabolic changes during postnatal germ cell development, we first established an in vitro spermatogonial culture and differentiation platform. Undifferentiated spermatogonia exhibited typical clustered grape-like clones^6,7^ (Fig. 1a) and ~90% of them expressed the surface antigens CD90 and CD9, assessed by flow cytometry analyses (Fig. 1b). Upon RA-induced differentiation, the cells in spermatogonial colonies became loosely connected (Fig. 1a) and started to differentiate into c-Kit^+^ cells (Fig. 1b). In addition, undifferentiated spermatogonia highly expressed SSC markers, such as ID4, GFRα1, and PLZF that were downregulated in response to RA treatment (Fig. 1c, d). By contrast, c-Kit, STRA8, and SYCP3 were significantly increased at both RNA and protein levels in RA-induced c-Kit^+^ differentiating cells (Fig. 1b–d). No statistically significant differences were found in the expression of marker genes (*Gfrα1, Plzf, Id4*, and *Ngn3*) between in vitro maintained spermatogonia and in vivo developed CD9^+^/c-Kit^−^ cells (Fig. 1e). Similarly, *c-Kit* and *Sycp3* displayed comparable levels between in vitro RA-treated population and c-Kit^+^ cells collected from testes (Fig. 1e). However, we observed increased *Gfrα1* (albeit not statistically significant) and *Stra8* expression levels from in vitro cultured cells compared to their in vivo counterparts (Fig. 1e). One potential explanation may relate to the high heterogeneity of in vivo isolated populations. For example, isolated c-Kit^+^ cells include differentiating spermatogonia at different developmental stages that express *Stra8* at various levels. CD9^+^/c-Kit^−^ cells contain undifferentiated spermatogonia at different developmental stages and may also be contaminated with a few somatic cells (e.g., mesenchymal cells) that express CD9 (ref. ^40^). In vitro culture favors the growth of undifferentiated spermatogonia and synchronizes them to respond to RA treatment in a more homogenous manner. Another possibility of elevated *Stra8* expression may be due to the high RA induction dose in vitro (Supplementary Fig. S1a). Nevertheless, undifferentiated spermatogonia that were maintained for more than four months in vitro robustly reconstituted spermatogenesis after seminiferous tubule transplantation, and formed ACR (Acrosin)+ and PNA+ haploid spermatids in testes of *Kit*^*w/w-v*^ mice (Fig. 1f–h), a model with defective endogenous germ cell development^24–26^. By contrast, only residue derivatives from differentiating spermatogonia in the RA-treated group were observed at four weeks, but no spermatids were detected at two-month post transplantation (Fig. 1f–h), suggesting efficient differentiation induced by RA. Taken together, we successfully established an in vitro differentiation platform of spermatogonial culture.

**Fig. 1:**
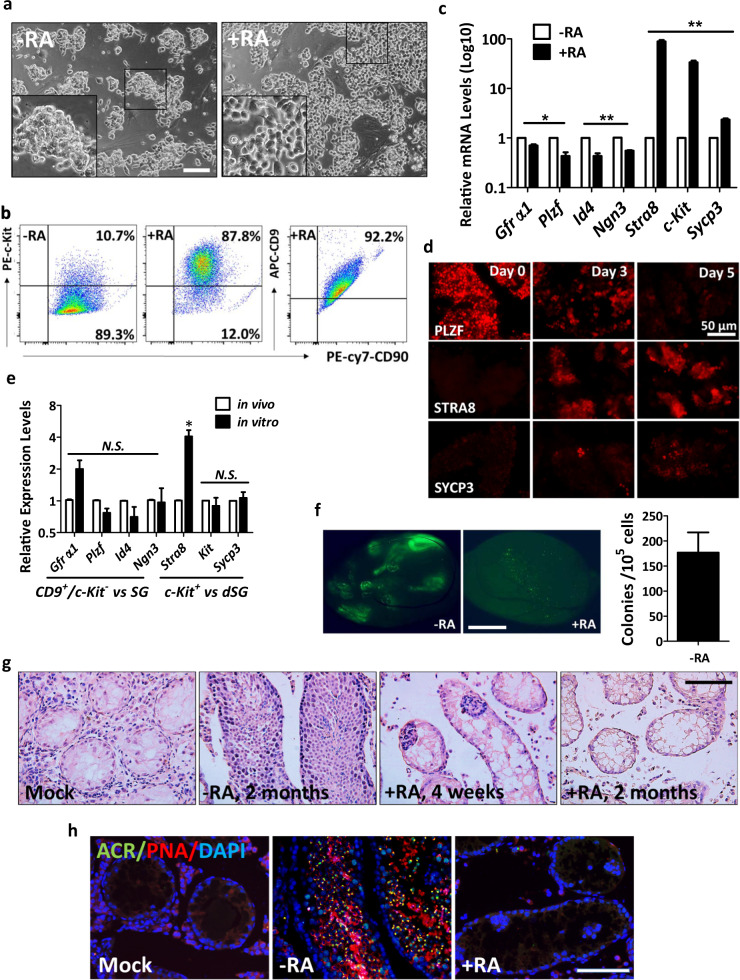
Establishing spermatogonial culture and in vitro differentiation platform. **a** A typical view of undifferentiated (−RA) and differentiating (+RA) spermatogonial clones. Scale bar, 100 μm. Insets are blow-up images with higher magnificent powers. **b** Spermatogonia in culture and upon RA-induced differentiation were analyzed by flow cytometry. **c**, **d** Marker gene expressions in undifferentiated and differentiating spermatogonia were examined by real-time RT-PCR (**c**) and IF (**d**) assays. **e** Marker gene expressions of in vitro cultured spermatogonia (SG) and differentiating population (dSG) were compared with in vivo developed CD9^+^/c-Kit^−^ and c-Kit^+^ cells, respectively, by real-time PCR assays. **c**, **e** Data are presented as mean ± SEM. *P < 0.05; **P < 0.01; N.S., no statistical significance; *n* = 3. **f** Seminiferous tubule transplantation of in vitro cultured GFP^+^ spermatogonia with or without RA treatment into *Kit*^*w/w-v*^ testes. Green fluorescence in testes was detected at two-month post transplantation. A bar graph on the right shows the number of colonies/10−e5 transplanted cells averaged from three recipients. Scale bar, 1 mm. **g***Kit*^*w/w-v*^ testes transplanted with undifferentiated spermatogonia and those with RA treatment. Histology was performed at four-week or two-month post transplantation. **h***Kit*^*w/w-v*^ testes transplanted with undifferentiated spermatogonia and those treated with RA. IHF assays with an ACR antibody, PNA, and DAPI staining were performed at two-month post transplantation. **g**, **h** Scale bar, 100 µm.

### Metabolic changes upon spermatogonial differentiation

To determine metabolic dynamics during spermatogonial differentiation, we first assessed ATP levels and ROS production along RA induction. We found that ATP levels were first decreased but upregulated significantly at day 3 post RA treatment (Fig. 2a), indicating a dynamical change in the balance of energy production and consumption during spermatogonial differentiation. Intriguingly, ROS levels started to increase at 24 h and were significantly elevated at 48 h post RA induction (Fig. 2b, Supplementary Fig. S1b), suggesting increased mitochondrial OXPHOS upon spermatogonial differentiation.

**Fig. 2:**
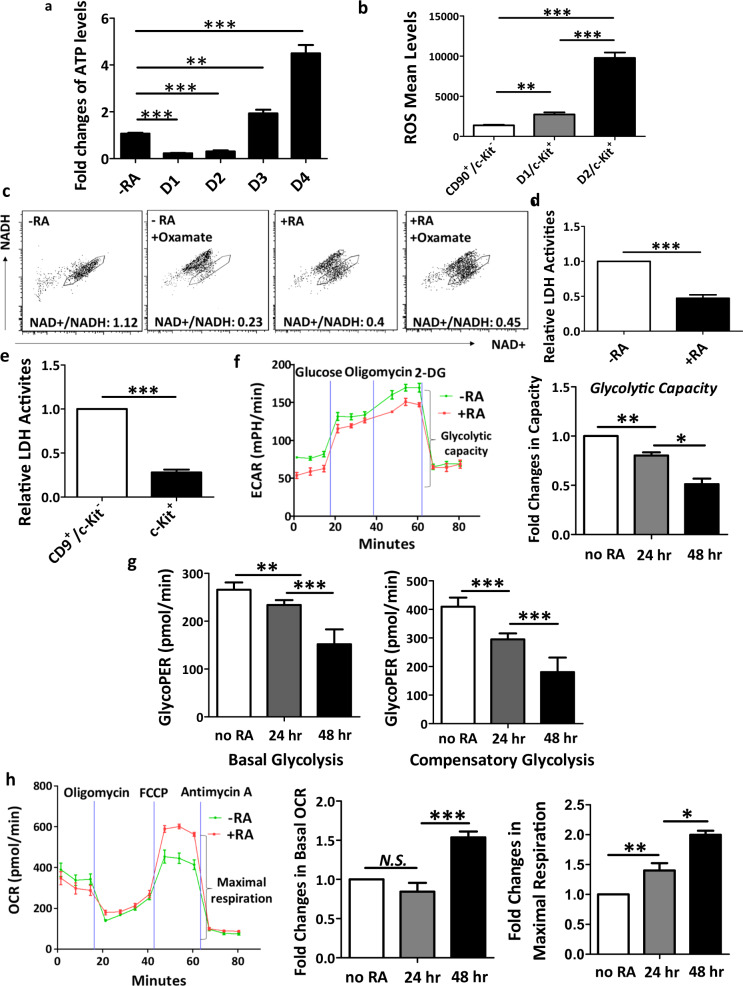
Distinct bioenergetic preference in undifferentiated and differentiating spermatogonia. **a** ATP levels were measured in undifferentiated spermatogonia (−RA) and in those treated with RA (+RA) for various time periods. **b** ROS levels were examined by flow cytometry in undifferentiated spermatogonia and c-Kit^+^ cells induced by RA treatment for one or two days. **c** Cytosolic NADH and NAD+ levels were examined by flow cytometry, and their ratios were calculated for in vitro cultured SoNar spermatogonia with or without RA for 24 h and/or oxamate pretreatment for 5 mins. **d**, **e** LDH activities were determined on undifferentiated spermatogonia and differentiating spermatogonia induced by RA treatment (**d**) or isolated by flow cytometry from mice at postnatal day 11 (**e**). **f**–**h** ECAR (**f**), GlycoPER (**g**), and OCR (**h**) were measured in undifferentiated spermatogonia and in spermatogonia after RA treatment for 24 or 48 h. **a**, **d**–**f**, **h** Fold changes relative to undifferentiated spermatogonia were calculated. **a**, **b**, **d**–**h** Data are presented as mean ± SEM. *P < 0.05; **P < 0.01; ***P < 0.001; *n* = 3 for **a**, **b**; *n* = 4 for **d**, **e**; *n* ≥ 5 for **f**, **h**.

To further determine the changing metabolic preference during spermatogonial differentiation, we established a primary spermatogonial line containing a fluorescent cytosolic SoNar sensor, the intensity of which reflects the cytosolic NAD+ and NADH redox state^41^. In general, glycolysis produces NADH, which may be shuttled to mitochondria and oxidized to NAD+, or be recycled to NAD+ by lactate dehydrogenase (LDH) when generating lactate from pyruvate in the cytosol^42^. Therefore, the cytosolic NAD+/NADH ratio is determined by the net balance of these three pathways^42^. We found that undifferentiated spermatogonia displayed a much higher NAD+/NADH ratio than that of differentiating spermatogonia induced by RA for 24 h (Fig. 2c). Upon treatment of oxamate that blocks LDH activities, the NAD+/NADH ratio was dramatically reduced in undifferentiated spermatogonia (Fig. 2c), suggesting active conversions from pyruvate to lactate in those cells. By contrast, differentiating spermatogonia did not respond well to the oxamate inhibition (Fig. 2c). Because germ cells at distinct developmental stages may express different LDH isoforms^43,44^, we analyzed LDH activities in response to the oxamate inhibition and confirmed that in both groups LDH activities were efficiently inhibited by the oxamate treatment (Supplementary Fig. S1c). Consistent with these findings, when measured directly, we found significantly higher LDH activities in undifferentiated spermatogonia than in differentiating population treated with RA (Fig. 2d). We further confirmed these observations by assessing LDH activities on in vivo developed CD9^+^/c-Kit^−^ undifferentiated spermatogonia and c-Kit^+^ differentiating spermatogonia from wild-type mice (Fig. 2e, Supplementary Fig. S1d). In addition, we recently reported that ROS levels were significantly higher in c-Kit^+^ differentiating spermatogonia than those from CD90^+^/c-Kit^−^ undifferentiated spermatogonia developed in vivo^45^. These data thus support our findings that glycolysis decreases, but OXPHOS elevates upon spermatogonial differentiation under physiological conditions. Although interstitial somatic cells, such as Leydig cells from testes also express c-Kit^46^, these cells are largely stripped from seminiferous tubules with sequential trypsin and collagenase treatment during multistep spermatogonial isolation. Sorted c-Kit^+^ cells highly expressed germ cell markers, as displayed by real-time RT-PCR analyses (Supplementary Fig. S1e). Finally, to exclude the possibility that these altered metabolic changes were due to direct effects of RA treatment, we collected c-Kit^−^ and c-Kit^+^ cells from the same RA-treated population, and measured their LDH activities. Significantly higher LDH activities were detected in c-Kit^−^ spermatogonia than those from c-Kit^+^ cells (Supplementary Fig. S1f), thereby confirming that the observed metabolic shift is not an artifact from RA treatment, but rather determined by the developmental stages of spermatogonia. Taken together, these data reveal that the redox state of spermatogonia changes upon differentiation, and aerobic glycolysis is highly active in undifferentiated spermatogonia to enable the regeneration of NAD+ from pyruvate to lactate.

Using a Seahorse extracellular flux analyzer, we next examined the extracellular acidification rate (ECAR) in undifferentiated spermatogonia and differentiating populations after RA induction for 24 and 48 h. In principle, ECAR reflects both glycolysis and proton contribution from Krebs cycle^35^. We found that the glycolytic capacity was reduced in differentiating spermatogonia at 24 h and further decreased at 48 h post RA-induced differentiation, as calculated by the maximum change in ECAR after sequential addition of glucose, oligomycin (to inhibit OXPHOS), and 2-deoxyglucose (2-DG, to inhibit glycolysis; Fig. 2f, Supplementary Fig. S2a), suggesting a more active glycolysis in undifferentiated spermatogonia. To further distinguish the acidification effects of glycolysis from those generated through Krebs cycle, we measured proton efflux rate (PER) from undifferentiated spermatogonia and cells after RA induction in the presence of glucose, L-glutamine, and pyruvate with the sequential addition of rotenone/antimycin A (to block OXPHOS) and 2-DG. Both basal glycolysis (Fig. 2g, left panel) excluding the mitochondrion-derived acidification and compensatory glycolysis (Fig. 2g, right panel) were dropped gradually along differentiation, thereby supporting a higher glycolytic level in undifferentiated spermatogonia. In addition, we analyzed oxygen consumption rate (OCR) that represents the level of mitochondrial respiration. We found that basal OCR elevated dramatically in differentiating spermatogonia with RA treatment for 48 h (Fig. 2h, middle panel; Supplementary Fig. S2b). The maximum mitochondrial respiration, which was measured as the changes of OCR after sequential addition of oligomycin and FCCP followed by antimycin A supplementation, was significantly increased in cells at 24 and 48 h post RA treatment (Fig. 2h, right panel; Supplementary Fig. S2b), suggesting upregulated mitochondrial respiration upon spermatogonial differentiation. In summary, our data unveil a metabolic shift from glycolysis to mitochondrial respiration upon spermatogonial differentiation.

### Inhibition of glucose-6-phosphate production and pentose pathway in glycolysis represses spermatogonial differentiation

To identify critical metabolic pathways for spermatogonial differentiation, we treated cells with inhibitors at various steps of glycolysis (Fig. 3a). Consistent with the observation above that differentiating spermatogonia prefer OXPHOS for energy production, enoblock, an inhibitor that blocks the formation from 2-phosphoglycerate to phosphoenol pyruvate had little effects on spermatogonial differentiation, as demonstrated by the similar percentage of c-Kit^+^ cells upon RA induction compared to mock controls (Fig. 3a, b). Similarly, oxamate that inhibited pyruvate to lactate conversion did not have any obvious influence on spermatogonial differentiation at a concentration of 60 mM or lower (Fig. 3a, c). At a high concentration of 120 mM, oxamate caused significant cell death likely due to chemical toxicity (data not shown).

**Fig. 3:**
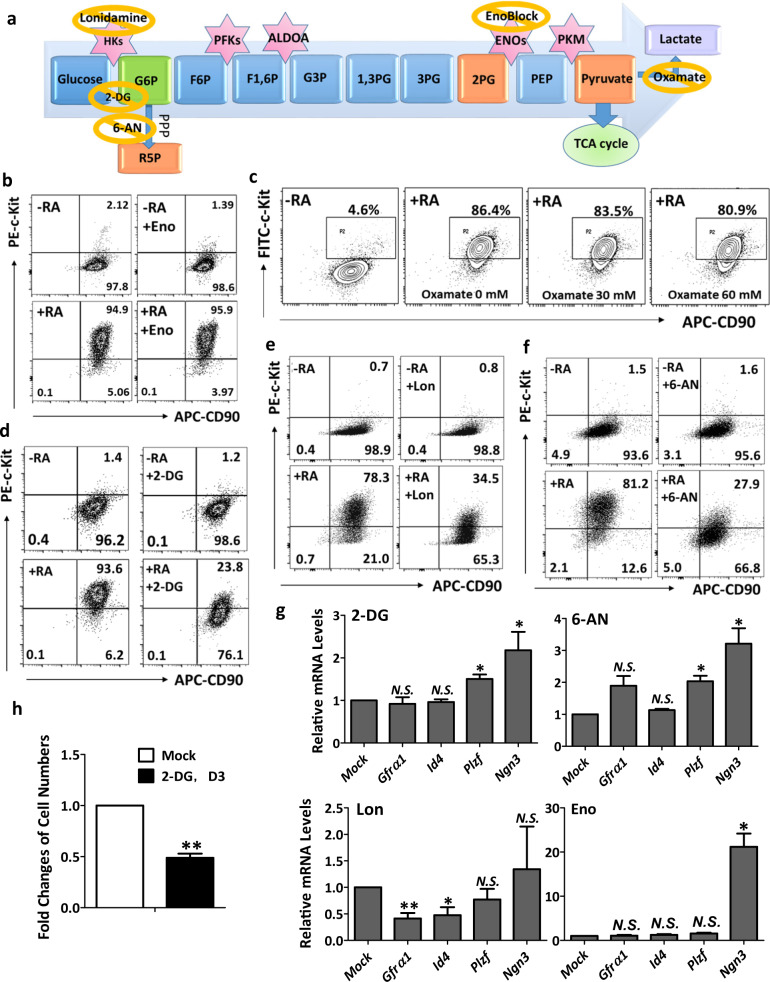
G6P formation from glucose in glycolysis is required for spermatogonial differentiation. **a** Overview of inhibitors used to block various steps of glycolysis. **b**–**f** The percentages of CD90^+^ and c-Kit^+^ cells were determined using flow cytometry on spermatogonia in the absence (−RA) or presence (+RA) of RA for 24 h. Inhibitors include enoblock (Eno; **b**), oxamate (**c**), 2-DG (**d**), loniamine (Lon; **e**), and 6-aminonicotinamide (6-AN; **f**). **g** Gene expression levels were measured by real-time RT-PCR on spermatogonia treated with inhibitors for 24 h. **h** The numbers of spermatogonia were counted in the presence of 10 mM 2-DG for three days (D3), and fold changes of cell numbers after 2-DG treatment was calculated in comparison to mock controls. **g**, **h** Data are presented as mean ± SEM. *P < 0.05; **P < 0.01; N.S., no statistical significance; *n* = 3.

Surprisingly, 2-DG, a glucose analog that inhibits the initial step of glycolysis from glucose to glucose-6-phosphate (G6P), significantly blocked spermatogonial differentiation within 24 h of treatment (Fig. 3a, d). The percentage of c-Kit^+^ cells upon RA induction dropped to 23.8% in 2-DG-treated cells, compared to 93.6% in the control group (Fig. 3a, d). Treatment of lonidamine, another inhibitor of hexokinase that catalyzes glucose to G6P, led to similar results (Fig. 3a, e), demonstrating that the formation of G6P is critical for spermatogonial differentiation. Because G6P provides building blocks for nucleotide synthesis through pentose phosphate pathway (PPP), we hypothesized that the reduced spermatogonial differentiation was likely due to a decreased supply of metabolites, such as ribose 5-phosphate for nucleotide synthesis. We tested this hypothesis with 6-aminonicotinamide, an inhibitor of G6P dehydrogenase that catalyzes G6P into 6-phosphogluconolactone at the first step of PPP (Fig. 3a). Indeed, 6-aminonicotinamide treatment significantly blocked spermatogonial differentiation, reducing c-Kit^+^ cells from 93.6% to 27.9% (Fig. 3f). Taken together, our data suggest that active G6P formation in glycolysis and PPP are required for spermatogonial differentiation.

Using these inhibitors at the same concentrations, we further examined their effects on spermatogonial maintenance. No obvious alteration in the percentage of CD90^+^/c-Kit^−^ undifferentiated spermatogonia was detected (Fig. 3b, d, f). We only observed a slightly reduced colony size after 24 h treatment of lonidamine (Supplementary Fig. S3a, b). As SSC population doubles about every five to six days^17^, short-term glycolysis inhibition may not lead to measurable defects in spermatogonial maintenance. Nevertheless, lonidamine treatment significantly decreased gene expression levels of *Gfrα1* and *Id4* (Fig. 3g), two SSC markers. Expression of *Ngn3*, a gene expressed mainly in early differentiating spermatogonia^13,47^, was elevated upon treatment of 2-DG, 6-aminonicotinamide, or enoblock (Fig. 3g). We further found that prolonged treatments of 2-DG for two and three days led to dramatic reductions in both spermatogonial colony size and cell number (Fig. 3h, Supplementary Fig. S4a), suggesting that inhibition of glycolysis also impairs spermatogonial self-renewal.

### Inhibition of OXPHOS blocks spermatogonial differentiation

Using a similar strategy, we determined the requirement of specific enzyme complexes in OXPHOS during spermatogonial differentiation by targeting the mitochondrial respiration chain with various inhibitors. These inhibitors included rotenone against complex I, antimycin A inhibiting complex III, oligomycin repressing the function of ATP synthase, and FCCP, a chemical that disrupts ATP synthesis by abolishing the mitochondrial membrane potential (Fig. 4a). All these inhibitors significantly blocked the formation of c-Kit^+^ cells within 24 h post RA induction (Fig. 4b–d), supporting a critical requirement of OXPHOS in spermatogonial differentiation.

**Fig. 4:**
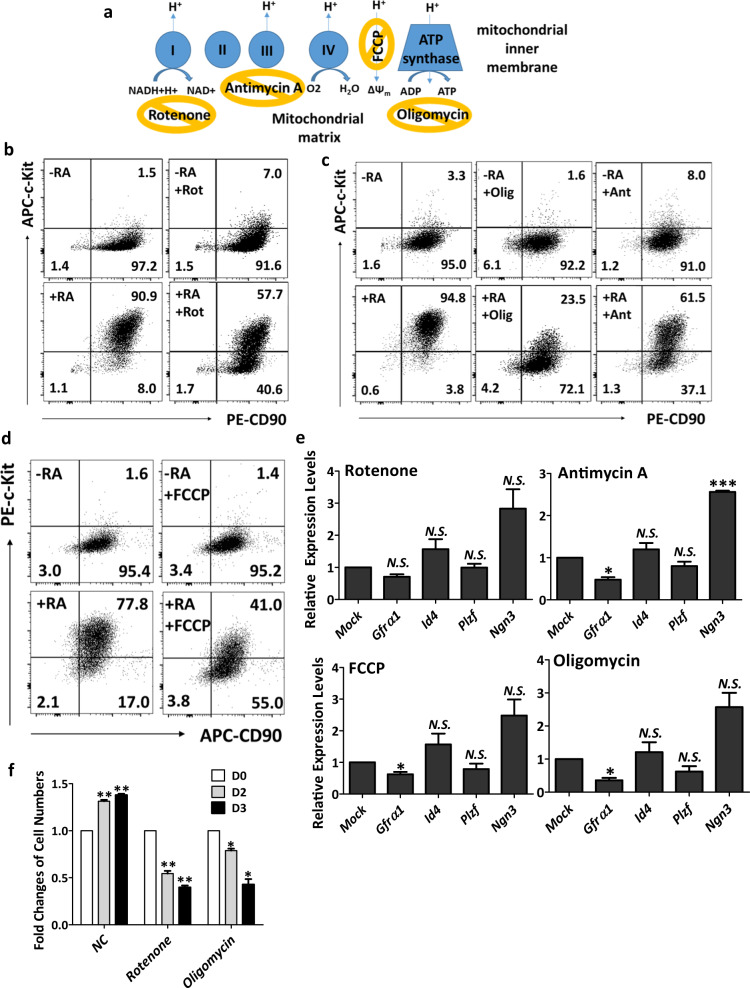
Spermatogonial differentiation needs OXPHOS. **a** Overview of inhibitors used to block various steps of mitochondrial respiration. **b**–**d** The percentages of CD90^+^ and c-Kit^+^ cells were analyzed by flow cytometry on in vitro cultured spermatogonia in the absence (−RA) or presence (+RA) of RA, with or without the following inhibitors: rotenone (Rot; **b**), antimycin A (Ant) and oligomycin (Olig; **c**), and FCCP (**d**). **e** Gene expression levels were measured by real-time RT-PCR assays on spermatogonia treated with inhibitors for 24 h. **f** The numbers of spermatogonia were counted in the presence of 6 μM rotenone or 2 μg/mL oligomycin for two and three days, and fold changes of cell numbers after the treatment of inhibitors were calculated in comparison to mock controls. **e**, **f** Data are presented as mean ± SEM. *P < 0.05; ***P < 0.001; N.S., no statistical significance; *n* = 3.

The same inhibitor treatments did not change the percentage of CD90^+^/c-Kit^−^ undifferentiated spermatogonia (Fig. 4b–d), and the spermatogonial morphology was normal after 24 h treatment (Supplementary Fig. S3b, c). We further examined the expression of genes that mark SSC identity by real-time RT-PCR. We found that rotenone treatment showed no effects, but antimycin A, FCCP, and oligomycin all decreased the expression levels of *Gfrα1* (Fig. 4e). Furthermore, prolonged treatment of rotenone or oligomycin for two and three days significantly reduced spermatogonial cell number and colony size (Fig. 4f, Supplementary Fig. S4b), suggesting mitochondrial respiration is needed for long-term maintenance of spermatogonial proliferation.

### Differential expression of metabolic regulators during spermatogonial differentiation

To systematically investigate the molecular mechanism underlying the metabolic changes during spermatogonial differentiation, we performed RNA-seq analyses to assess the genome-wide expression profiles of undifferentiated spermatogonia and the ones after 36-h RA induction. 

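RNA-seq libraries were made from 2 samples of undifferentiated spermatogonia (SG), the mitotic germ cells that include the stem cells, and from 2 samples of differentiating spermatogonia (dSG) kept with RA, the vitamin A derivative that starts their differentiation, for 36 h. The paper gives the dose of RA as 100 nM, and the sample labels give it as 100 µM. The labels name C57BL/6 as the strain, and the paper names DBA mice and their F1 with GFP mice. Neither the paper nor the labels say that the samples of a group came from separate cultures, so the p-values measure only the spread between these samples, which may be technical. Total RNA was made into directional paired-end libraries, and the authors aligned the reads to GRCm38 with Subread and counted them per gene with featureCounts 1.5.3. The deposited values for 19991 genes are counts that the authors divided by a size factor for each library, as DESeq2 does. Multiplying back gave whole reads, within 0.01 of a read, for 100% of the values. The libraries held 7484560 reads in SG replicate 1, 26953654 in SG replicate 2, 22307745 in dSG replicate 1 and 26921478 in dSG replicate 2. Lars2, which encodes a mitochondrial leucyl-tRNA synthetase, took 18.3% of the reads of SG replicate 1, 3.94% of SG replicate 2, 3.66% of dSG replicate 1 and 5.60% of dSG replicate 2. Genes with reads numbered 16660 in SG replicate 1 and at least 18753 in each other library. The log2 differences between the SG libraries had an SD across genes of 0.81, against 0.20 between the dSG libraries. Across 14102 genes, which are not independent replicates, GC content and the log2 difference of SG replicate 1 minus SG replicate 2 had a Spearman's rho of 0.73, and the same rho was 0.28 for the dSG libraries. Fold changes of dSG over SG were computed on log2(normalized count + 4), which understates the change of low genes, over the 14108 genes with a normalized count of at least 20 in at least 2 libraries. They were tested with limma-trend and adjusted by the method of Benjamini and Hochberg. A fit without 1 SG library takes its spread from the 2 dSG libraries alone, which differ little. Most tested genes then pass limma, so such a pass or count carries little weight for any gene or list. A fit without 1 dSG library takes its spread from the 2 SG libraries alone, which differ much, and passes fewer genes. A call lost there may thus reflect the SG pair rather than the gene.

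**Figure D1:**
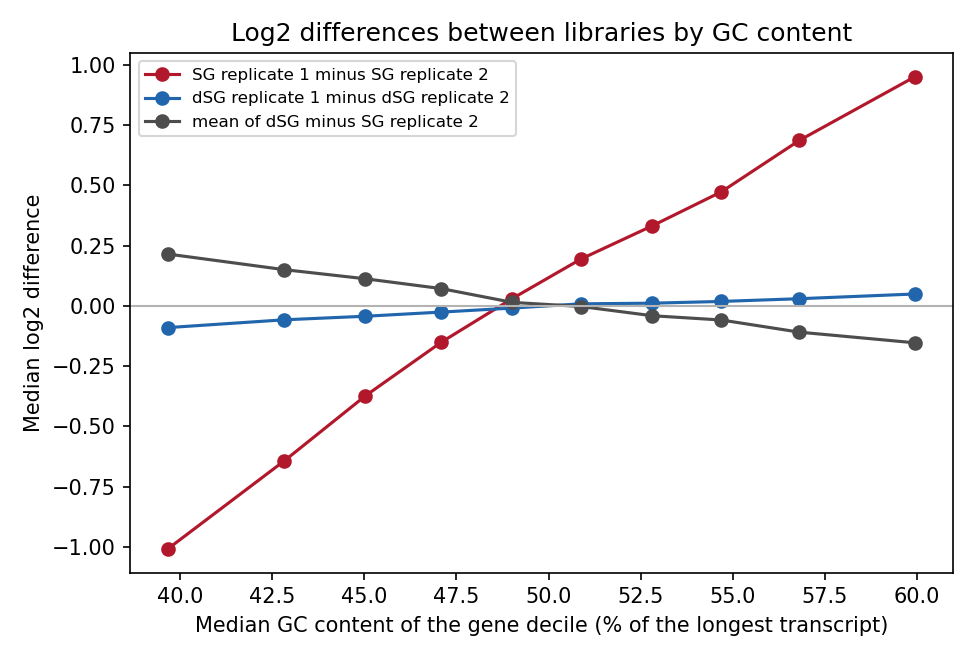
Median log2 difference between libraries (vertical axis) for deciles of the tested genes ordered by the GC content of the longest transcript (horizontal axis, %). From the lowest to the highest decile the median of SG replicate 1 minus SG replicate 2 goes from -1.01 to 0.95, that of dSG replicate 1 minus dSG replicate 2 from -0.09 to 0.05, and that of the dSG mean minus SG replicate 2 from 0.22 to -0.15.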

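Some markers of spermatogonial stem cells were lower in dSG than in SG. Of 24 such genes tested, 10 fell and 1 rose at an adjusted p under 0.05 from limma with Benjamini-Hochberg adjustment (16 fell and 2 rose when adjusted over the list alone). Gfra1 (ENSMUSG00000025089), the GDNF receptor of stem cells, lies on chromosome 19 of GRCm38 from 58235604 to 58455909. Its normalized count was 4452 ± 54.1 (SD, n = 2) in SG and 1648 ± 26.7 (SD, n = 2) in dSG, a log2 fold change of -1.43 (standard error 0.17, adjusted p = 0.0276 from limma). Etv5 (ENSMUSG00000013089), a transcription factor that acts downstream of GDNF, lies on chromosome 16 from 22381309 to 22439719 and shares 42.8% of its longest transcript with another locus. Its count fell from 5771 ± 374 to 722 ± 57.3 (SD, n = 2 per group), or by 2.99 on the log2 scale (standard error 0.18, adjusted p = 0.0237 from limma). Bcl6b, another target of GDNF, fell by 2.91 and Lhx1, a homeobox gene of stem cells, fell by 4.05. Ret, which encodes the co-receptor of Gfra1, fell by 2.72, and Thy1, which encodes the CD90 antigen, fell by 2.97. Nanos3, a germ cell RNA-binding protein, was the marker that rose, by a log2 fold change of 1.62; it and Ret were chosen after their values were seen. For Id4, a marker of the stem cell state, the log2 fold change was -1.44 (standard error 0.36, adjusted p = 0.0962 from limma), at counts of 339 ± 138 in SG and 118 ± 15.6 in dSG (SD, n = 2). Zbtb16, which encodes the transcription factor PLZF, had -1.51 (standard error 0.34, adjusted p = 0.0784 from limma), and Sall4, a zinc finger factor of germ cells, had -0.74 (standard error 0.30, adjusted p = 0.209 from limma). The study had shown Gfra1, Id4, Zbtb16, Etv5 and Sall4 from these same samples, so these are not independent evidence of the list's direction. By camera, which compares a list with all other genes at a preset correlation, the list's adjusted p was 1.74e-06 (adjusted p = 0.54 with an estimated correlation). Without SG replicate 1 the log2 fold change of Gfra1 was -1.42, and the median of the markers was -1.05. Without either dSG replicate Gfra1 did not pass limma, in fits that take their spread from the 2 SG libraries alone.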

We confirmed that SSC markers, such as *Gfrα1, Id4, Plzf, Etv5*, and *Sall4*, were highly expressed in undifferentiated spermatogonia (Fig. 5a, Supplementary Table S1). By contrast, genes that indicate spermatogonial differentiation, such as *Sycp3, Stra8*, and *c-Kit*, were significantly increased upon RA induction (Fig. 5a, Supplementary Table S1). 

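Kit and Stra8 rose strongly in dSG, together with some genes that answer to RA. Kit (ENSMUSG00000005672), the receptor that marks differentiating spermatogonia, lies on chromosome 5 of GRCm38 from 75574916 to 75656722, and its normalized count was 333 ± 19.8 in SG and 5873 ± 67.9 in dSG (SD, n = 2), a 17.4-fold rise with an adjusted p of 0.0237 from limma. Stra8 (ENSMUSG00000029848), which is needed to enter meiosis and responds to RA, lies on chromosome 6 from 34920163 to 34939344. Its count was 85.7 ± 67.8 in SG and 12220 ± 21.8 in dSG (SD, n = 2), a 161-fold rise with an adjusted p of 0.0244 from limma. The log2 fold change of Stra8 was 7.33, against 8.19 without SG replicate 1 and 6.47 without SG replicate 2. Among 16 differentiation markers, Kit and Stra8 rose and Ccnd2, which encodes a cyclin of the G1 phase, fell by 2.89 on the log2 scale; 3 rose and 1 fell when adjusted over the list alone. The study had shown Kit and Stra8 from these samples, so their rise is not independent evidence. By camera this list had an adjusted p of 0.441. With SG replicate 1 left out 7 were higher and 4 lower by limma, and with SG replicate 2 left out 8 and 7.
Of 25 genes of the RA response and RA metabolism, 5 rose and 2 fell by limma (10 rose and 6 fell when adjusted over the list alone), and the adjusted p from camera was 0.157. Beside Stra8, the genes that rose were Cyp26a1, Cyp26b1 and Cyp26c1, which encode enzymes that degrade RA, and Rarb, which encodes an RA receptor. Cyp26c1 had a log2 fold change of 4.67 (standard error 0.32, adjusted p = 0.0237 from limma). The log2 fold change was 3.56 for Rarb and 2.04 for Cyp26b1, both chosen after their values were seen. Rxrg, which encodes a retinoid X receptor, fell by 4.65, and Aldh1a3, which encodes an enzyme that makes RA and was chosen after its values were seen, by 2.67. Limma called 15 or 11 of these genes higher and 8 or 10 lower without SG replicate 1 or SG replicate 2.
Sycp3 (ENSMUSG00000020059), a protein of the synaptonemal complex of meiosis, lies on chromosome 10 from 88459569 to 88473236, and Chpt1 overlaps 52.2% of its exons. Its count was 174 ± 74.9 in SG and 476 ± 1.79 in dSG (SD, n = 2), a log2 fold change of 1.50 (standard error 0.35, adjusted p = 0.0874 from limma), and 0.35 after a correction for GC content (adjusted p = 0.382). Of 35 early meiosis genes, 1 rose and none fell by limma (3 rose and 1 fell when adjusted over the list alone, and 8 were higher and 1 lower at an unadjusted p under 0.05), while edgeR called 1 higher and 1 lower and DESeq2 5 higher and 1 lower. The gene that rose was Stag3, a cohesin subunit of meiosis, with a log2 fold change of 1.07 (standard error 0.18, adjusted p = 0.0478 from limma). It did not pass without dSG replicate 1 or dSG replicate 2, in fits that take their spread from the SG pair alone. Rec8, another meiotic cohesin subunit, had 2.31 (standard error 0.40, adjusted p = 0.0510 from limma), and Spo11, which makes the DNA breaks of meiosis, had -2.35 (standard error 0.46, adjusted p = 0.0642 from limma). Camera gave the meiosis list an adjusted p of 0.0129 towards higher expression (adjusted p = 0.64 with an estimated correlation). With SG replicate 1 or SG replicate 2 left out, limma called 18 or 22 of the meiosis genes higher and 6 or 5 lower. After a correction for GC content, chosen after seeing the data, the list's median log2 fold change went from 0.52 to 0.12.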

Interestingly, these two cell populations also showed dramatic differences in the levels of many metabolic enzymes, including those for glycolysis (e.g., HKs, Aldoa, *Eno1/2*, and *Ldha/b*; Fig. 5a, Supplementary Table S1). 

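Some genes of glycolysis, the breakdown of glucose to pyruvate and lactate, were lower in dSG. Of 26 tested, 23 had a negative log2 fold change, and 5 passed an adjusted p under 0.05 from limma with Benjamini-Hochberg adjustment, all lower in dSG (18 lower when adjusted over the list alone). Eno2 (ENSMUSG00000004267), the neuronal isoform of enolase, lies on chromosome 6 of GRCm38 from 124760053 to 124769673. Its normalized count was 242 ± 21.9 in SG and 40.1 ± 3.42 in dSG (SD, n = 2), a log2 fold change of -2.48 (standard error 0.24, adjusted p = 0.0254 from limma). Ldhb (ENSMUSG00000030246), a subunit of lactate dehydrogenase, lies on the same chromosome from 142490249 to 142507957 and shares 76.8% of its longest transcript with another locus. It went from 1027 ± 373 to 160 ± 26.7 (SD, n = 2 per group), a log2 fold change of -2.61 (standard error 0.33, adjusted p = 0.0309 from limma). Slc2a3, a glucose transporter, fell by 1.52 and Tpi1, triosephosphate isomerase, by 1.47 on the log2 scale, and 19.3% of the longest Tpi1 transcript is shared with another locus. Pfkp, a phosphofructokinase chosen after its values were seen, fell by 1.26.
Other enzymes did not pass limma over all genes, although edgeR called 6 and DESeq2 11 of the list lower, both chosen after seeing the data. Hk2, a hexokinase, which traps glucose in the cell, had a log2 fold change of -1.66 (standard error 0.29, adjusted p = 0.0510 from limma). For the isoform Hk1 it was -0.91 (standard error 0.32, adjusted p = 0.171 from limma), and for Hk3 it was -1.88 (standard error 0.39, adjusted p = 0.0721 from limma) at counts of 76.6 ± 30.0 in SG and 17.4 ± 4.18 in dSG (SD, n = 2). Aldoa, fructose-bisphosphate aldolase, had -1.02 (standard error 0.19, adjusted p = 0.0620 from limma). Ldha, the other main subunit of lactate dehydrogenase, had -1.38 (standard error 0.31, adjusted p = 0.0789 from limma), with 55.0% of its longest transcript shared with other loci. DESeq2 called Hk2, Hk3 (adjusted p = 0.0118), Aldoa and Ldha lower, and edgeR called Hk2 (adjusted p = 0.0366). On simulated data 36 of 155 calls by DESeq2 were false, against 3 of 80 by limma. The lower Hk3 count at 36 h goes the other way from the paper's RT-PCR. There Hk3 was unchanged at an earlier time of RA treatment and higher at a later one. Eno1, the common enolase, had -0.57 (standard error 0.17, adjusted p = 0.132 from limma), and 85.6% of its longest transcript is shared with Eno1b and other loci. Its sign turned after the correction for GC content (0.0197). The study had picked Hk1, Hk2, Hk3, Aldoa, Eno1, Eno2, Ldha and Ldhb from these samples, so these genes are not independent evidence of the list's direction. By limma 0 glycolysis genes were higher, also at an unadjusted p under 0.05, and edgeR and DESeq2 also called 0 higher. After the correction for GC content, chosen after seeing the data, 12 were lower and 1 was higher. Without SG replicate 1 the log2 fold change was -1.68 for Slc2a3 and -1.29 for Tpi1. Neither gene passed limma without dSG replicate 1 or dSG replicate 2, in fits that take their spread from the SG pair alone.

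**Figure D2:**
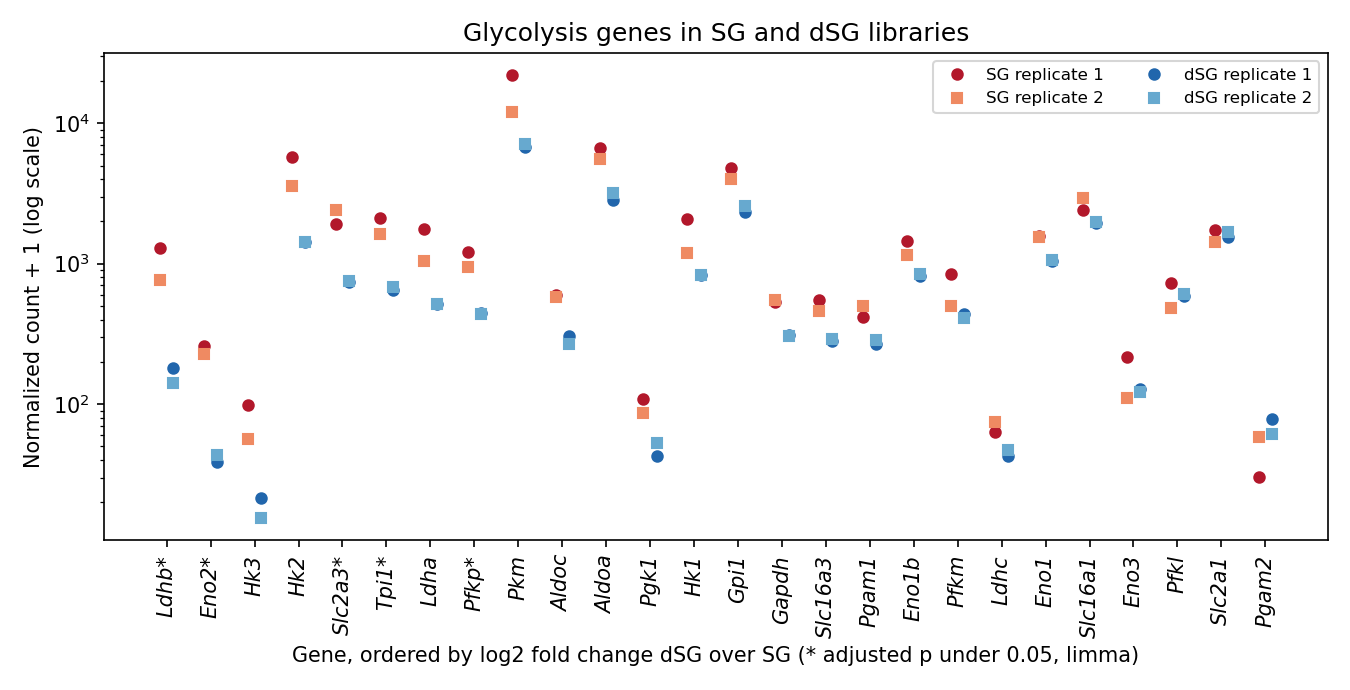
Normalized count plus 1 (log scale) of the 26 glycolysis genes tested in each of the 4 libraries, ordered by log2 fold change, with genes at an adjusted p under 0.05 from limma marked by an asterisk. The 5 marked genes include Eno2, at 242 on average in SG and 40.1 in dSG.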

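None of the regulators of glucose use named here passed limma on the deposited normalization, with condition as its only term and the 4 libraries weighted equally. On simulated data this test found 1% of 2-fold and 76% of 4-fold changes, so a gene that it does not call may still have changed. Srf (ENSMUSG00000015605), a transcription factor of growth and cytoskeletal genes, lies on chromosome 17 of GRCm38 from 46548329 to 46556175. Its normalized count was 2018 ± 976 in SG and 550 ± 62.0 in dSG (SD, n = 2), a log2 fold change of -1.78 (standard error 0.39, adjusted p = 0.0767 from limma with Benjamini-Hochberg adjustment). Srf passed DESeq2 (adjusted p = 1.07e-04) and limma after the correction for GC content, where its log2 fold change was -0.86 (adjusted p = 0.0145), both chosen after seeing the data. In the authors' deposited table the adjusted p from DESeq2 is 2.41e-04 for Srf, 0.954 for Pdk1, 0.915 for Pdk2 and 0.0731 for Mycn, and Myc has none. Leaving out SG replicate 1 or SG replicate 2 gave Srf a log2 fold change of -1.27 or -2.30. Mycn (ENSMUSG00000037169), a growth-promoting factor of the Myc family, lies on chromosome 12 from 12936093 to 12941914 and was at 2911 ± 1677 in SG and 1293 ± 134 in dSG (SD, n = 2). Its log2 fold change was -1.04 (95% confidence interval -2.25 to 0.16, adjusted p = 0.228 from limma). Pdk1 and Pdk2 encode kinases that switch off pyruvate dehydrogenase, the entry of pyruvate into the citric acid cycle. Pdk1 (ENSMUSG00000006494; chromosome 2, 71873224 to 71903858) was at 4985 ± 1054 in SG and 4793 ± 280 in dSG (SD, n = 2), and its log2 fold change was -0.04 (95% confidence interval -0.64 to 0.55, adjusted p = 0.911 from limma). Pdk2 (ENSMUSG00000038967; chromosome 11, 95026258 to 95041354) was at 271 ± 50.6 and 247 ± 8.00 (SD, n = 2), with a log2 fold change of -0.12 (95% confidence interval -0.74 to 0.51, adjusted p = 0.757 from limma). The log2 fold change of Mycn was -0.42 without SG replicate 1 and -1.66 without SG replicate 2. The sign of Pdk1 turned under quantile normalization (0.14), under upper quartile scaling (0.0366) and without SG replicate 2 (0.18), against -0.26 without SG replicate 1. The sign of Pdk2 turned without SG replicate 1 (0.07) and after the GC correction (0.44), and without SG replicate 2 Pdk2 was at -0.31. Myc, the founding member of its family, was under the filter on low genes, with normalized counts of 19.6 and 11.3 in the SG libraries and 2.18 and 5.01 in the dSG libraries. Without the filter its log2 fold change was -1.35 (standard error 0.38, adjusted p = 0.141 from limma). Of 14 metabolic regulators tested, limma called 0 higher and 0 lower, over all genes and also when adjusted over the list alone, with 1 lower at an unadjusted p under 0.05. EdgeR called 0 and DESeq2 2 lower, and the adjusted p from camera was 0.413. Limma called 6 or 10 of them lower and 3 or 2 higher without SG replicate 1 or SG replicate 2.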

More importantly, several known metabolic regulators, such as *Pdk1/2*, *Srf*, *c-Myc*, and *Mycn*, were expressed at distinct levels in undifferentiated spermatogonia from RA-induced population (Fig. 5a, Supplementary Table S1). 

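Set against all other genes by camera at a preset correlation, glycolysis was among the lower gene lists with the smallest adjusted p. Several lists had lower medians, among them the fibroblast and feeder markers (-1.51), SSC markers (-1.23), the Fox family (-1.18) and cholesterol synthesis (-1.05). By camera with a preset correlation of 0.01, the glycolysis list had an adjusted p of 4.39e-07 towards lower expression, at a median log2 fold change of -0.88 (adjusted p = 0.56 with an estimated correlation). The list of FGF, GDNF and ERK targets, genes switched on by the growth factors of the culture medium, had a median of -2.91 and an adjusted p of 6.52e-16 (adjusted p = 0.54 with an estimated correlation). Camera at the preset correlation called 11 of the 33 lists: SSC markers, early meiosis, glycolysis, complex I, cholesterol synthesis, the Fox family, the ERK targets, cell cycle, fibroblast and feeder markers, epithelial genes and cytosolic ribosomal proteins. Early meiosis and complex I had higher expression in dSG, and the other lists had lower expression. None of these calls held with an estimated correlation. By fry, which tests whether the genes of a list move one way and does not compare them with other genes, the glycolysis list had an adjusted p of 0.0558. By the same test the SSC markers, cholesterol synthesis, the ERK targets, epithelial genes and endothelial markers had an adjusted p of 0.0301. Serine and one-carbon synthesis, which branches off glycolysis, had 0.0334. Leaving out SG replicate 1 gave a glycolysis median of -0.81, and the correction for GC content, chosen after seeing the data, gave -0.61.

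**Figure D3:**
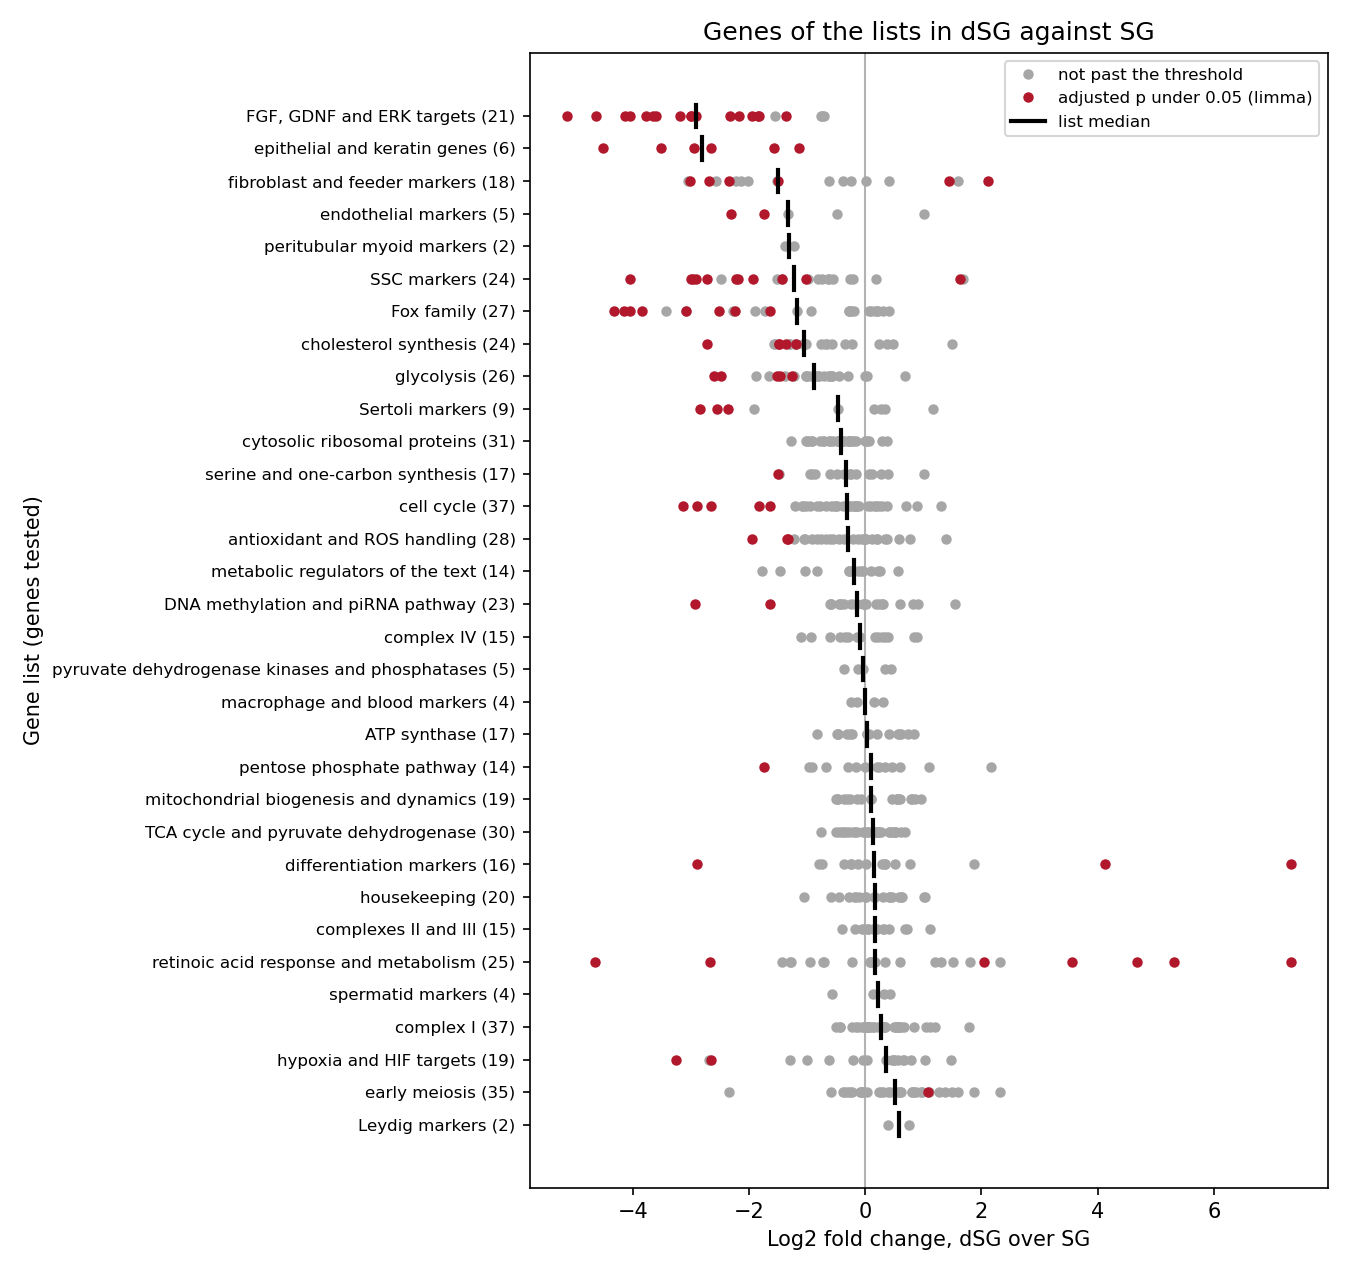
Log2 fold change of dSG over SG (horizontal axis) for each tested gene of each list, with list medians as black bars and genes at an adjusted p under 0.05 from limma in red. Lists are ordered by median, and the number of genes tested stands beside each name. The ERK targets, at a median of -2.91, and the epithelial genes, at -2.80, lie lowest.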

Consistent with these findings, gene ontology (GO) analyses using KEGG database revealed that glycolysis was among the top differentially regulated pathways between undifferentiated and differentiating spermatogonia (Supplementary Fig. S5a).

**Fig. 5:**
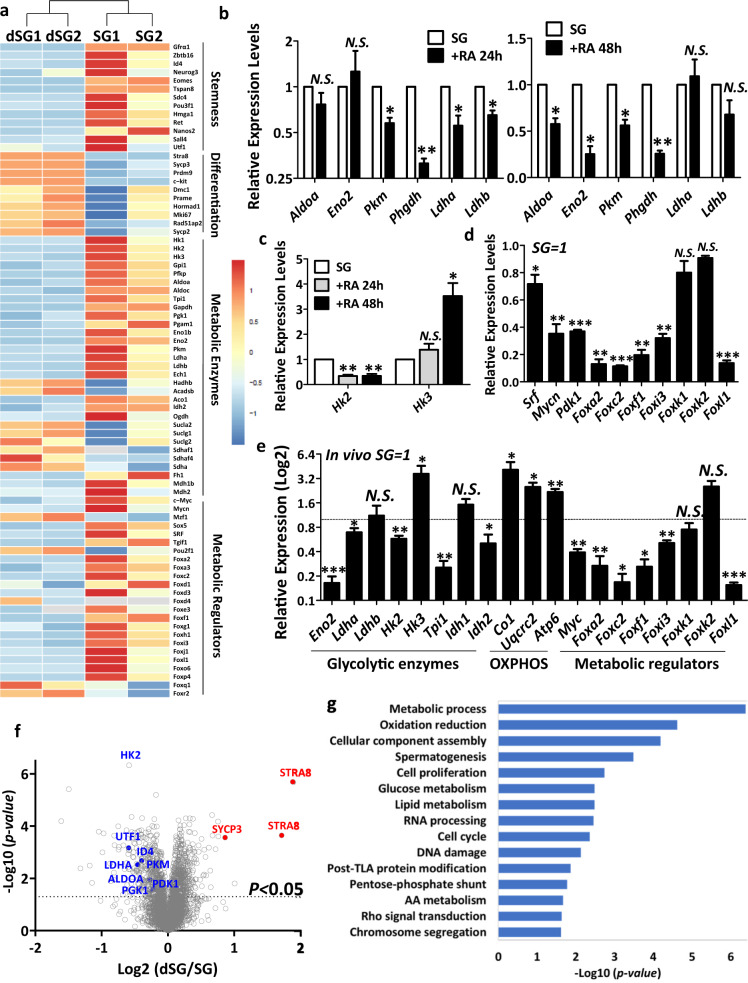
Differential expressions of metabolic regulators during spermatogonial differentiation. **a** A heat map graph extracted from RNA-seq analyses shows transcript levels of genes involved in spermatogonial stemness and differentiation, as well as those of metabolic enzymes, known metabolic regulators, and FOX family members. SG, undifferentiated spermatogonia without RA treatment; dSG, differentiating spermatogonia after RA treatment for 36 h. **b** Expression levels of enzymes that catalyze glycolysis were measured by real-time RT-PCR on spermatogonia in the absence or presence of RA for 24 h or 48 h. **c** Expression levels of hexokinase isoform 2 (*Hk2*) and 3 (*Hk3*) were measured by real-time RT-PCR on spermatogonia in the absence or presence of RA for 24 and 48 h. **d** Transcript levels of known metabolic regulators and selected FOX family members were examined by real-time RT-PCR. Their expression levels in differentiating spermatogonia induced by RA for 24 h were calculated relative to those in undifferentiated spermatogonia without RA treatment (SG). **e** Transcript levels of enzymes in glycolysis and mitochondrial OXPHOS, as well as metabolic regulators were assessed by real-time RT-PCR assays. Their expression levels in c-Kit^+^ cells from testes at postnatal day 12 were calculated relative to those in CD9^+^/c-Kit^−^ undifferentiated spermatogonia (SG) from the same mice. **f** Volcano plots generated from differentially expressed proteins between undifferentiated spermatogonia (SG) and spermatogonia with RA treatment for 36 h (dSG). Solid dots represent metabolic enzymes and markers genes for undifferentiated and differentiating spermatogonia with annotation. **g** Differentially expressed proteins are classified by GO analyses with DAVID online software. **b**–**e** Gene expression levels were normalized to β-actin expression of each sample and calculated relative to control groups. Data are presented as mean ± SEM from three or more independent experiments. *P < 0.05; **P < 0.01; ***P < 0.001; N.S., no statistical significance.

We further confirmed these RNA-seq results by real-time RT-PCR using total RNAs collected from independent experiments. The levels of several enzymes in glycolysis were indeed downregulated at different stages of spermatogonial differentiation (Fig. 5b). For example, expression levels of *Ldha* and *Ldhb*, enzymes that catalyze pyruvate to lactate conversion, were indeed decreased after 24-h RA induction (Fig. 5b), consistent with our observation that aerobic glycolysis for energy production is highly active in undifferentiated spermatogonia. Although *Ldha* and *Ldhb* transcript levels in differentiating spermatogonia at 48 h with RA treatment became comparable to undifferentiated spermatogonia (Fig. 5b), their protein levels or activities seemed to remain at lower levels as indicated by LDH activity measurement assays and ECAR from Seahorse analyses (Fig. 2), suggesting posttranscriptional regulation of LDH enzymatic activities. Notably, differential expression of hexokinase isoforms was also observed. The isoform *Hk2* was downregulated during the entire differentiation process (Fig. 5c); *Hk3* expression on the other hand remained unchanged at 24 h but was significantly upregulated after 48 h RA induction (Fig. 5c), suggesting differential regulatory mechanisms of stage-specific isozymes during spermatogonial differentiation. Interestingly, many members of the FOX family exhibited distinct expression profiles in undifferentiated spermatogonia from those under RA-induced differentiation (Fig. 5a, d). 

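Many genes of the Fox family of transcription factors, which share a forkhead DNA-binding domain, were lower in dSG. Of 27 tested, 8 fell and none rose at an adjusted p under 0.05 from limma with Benjamini-Hochberg adjustment (14 fell and none rose when adjusted over the list alone). At an unadjusted p under 0.05, 15 were lower and 0 higher, and edgeR called 8 and DESeq2 13 lower, with 0 higher by both. Foxp4, a member of the Foxp group, fell from a normalized count of 2396 ± 1054 to 396 ± 7.04 (SD, n = 2 per group), or by 2.51 on the log2 scale (standard error 0.35, adjusted p = 0.0350 from limma). Foxd3, a factor of pluripotent and neural crest cells, fell by 4.33 (standard error 0.69, adjusted p = 0.0436 from limma), and Foxh1, a partner of SMAD proteins, by 2.24 (standard error 0.38, adjusted p = 0.0483 from limma); both were chosen after their values were seen. Genes of the Foxo group, which act downstream of insulin signalling, did not pass, with a log2 fold change of -0.26 for Foxo1 (standard error 0.22, adjusted p = 0.464 from limma) and 0.21 for Foxo3 (standard error 0.30, adjusted p = 0.644 from limma). Foxo6 of the same group, chosen after its values were seen, had -3.09 (standard error 0.67, adjusted p = 0.0751 from limma), and it passed DESeq2 (adjusted p = 8.43e-10) and limma after the correction for GC content (-2.09, adjusted p = 0.00474), both chosen after seeing the data. Foxm1, a cell cycle factor, had -0.20 (standard error 0.25, adjusted p = 0.617 from limma). Camera gave the family an adjusted p of 8.08e-05 at a median of -1.18 (adjusted p = 0.54 with an estimated correlation). The study had picked some of these genes from these samples, and they are not independent evidence of the family's direction. Without SG replicate 1 or SG replicate 2, limma called 19 or 21 lower and 2 or 3 higher.

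**Figure D4:**
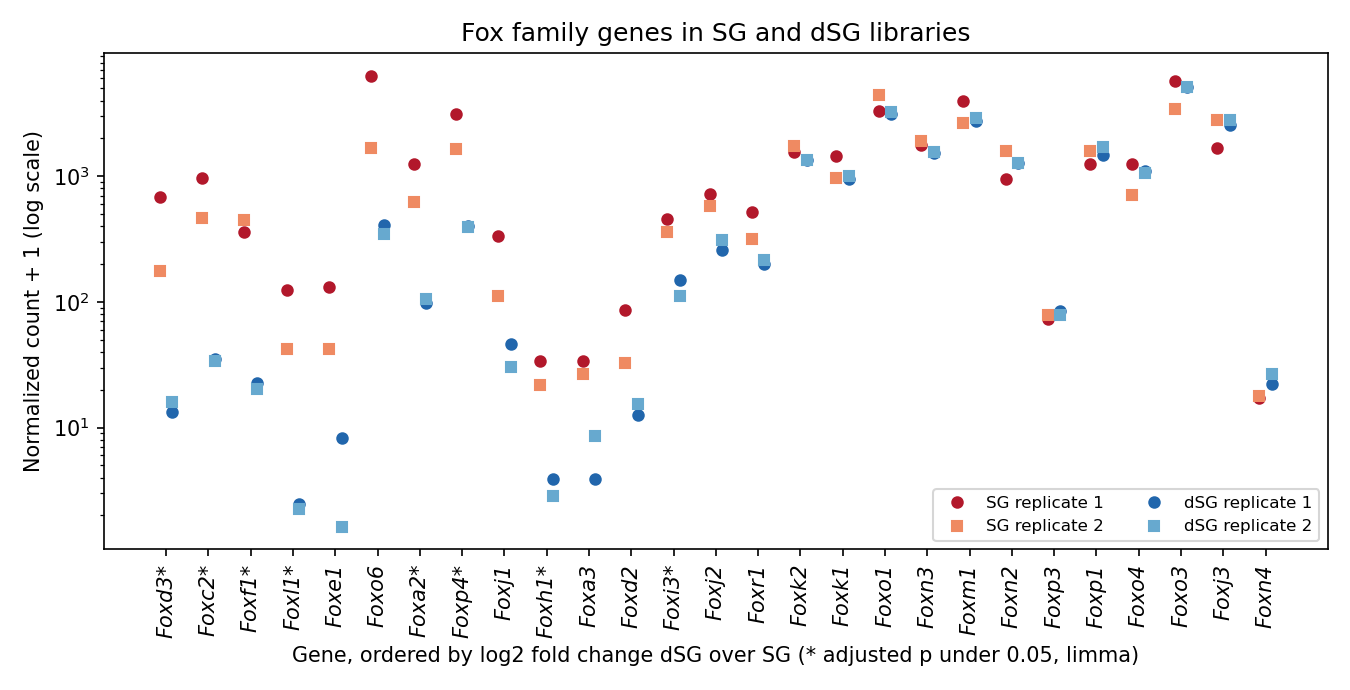
Normalized count plus 1 (log scale) of the 27 Fox genes tested in each of the 4 libraries, ordered by log2 fold change, with genes at an adjusted p under 0.05 from limma marked by an asterisk. The 8 marked genes are all lower in both dSG libraries than in both SG libraries.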

To confirm whether these enzymes and regulators display similar expression patterns during in vivo spermatogonial differentiation, we performed real-time RT-PCR on sorted CD9^+^/c-Kit^−^ undifferentiated and c-Kit^+^ differentiating spermatogonia from mouse testes. Indeed, we found that glycolytic enzymes expressed at higher levels in CD9^+^/c-Kit^−^ undifferentiated spermatogonia, while mitochondrial regulators were upregulated in c-Kit^+^ cells (Fig. 5e). In addition, several metabolic regulators (such as *Fox* genes and *Mycn*) displayed similar expression patterns during in vivo spermatogonial development to those found in vitro (Fig. 5e).

Because metabolic regulators and enzymes can also be regulated through protein translation, posttranslational modification, or differential expression of enzyme isoforms, transcript levels may reflect some but not all changes of these genes between undifferentiated and differentiating spermatogonia. To understand the changes in gene expression at the protein level during spermatogonial differentiation, we further performed quantitative proteomics on undifferentiated spermatogonia and RA-induced differentiating population (Supplementary Fig. S5b, c). A total of 4879 proteins were quantified, and 502 proteins displayed differential expression between these two groups (Supplementary Fig. S5d and Table S2). Consistent with our observation from RNA-seq analyses, several key enzymes in glycolysis, including HK2, ALDOA, PGK1, PKM, and LDHA, were significantly decreased in differentiating spermatogonia (Fig. 5f). The expression of PDK1, a kinase that inhibits citrate cycle via phosphorylating pyruvate dehydrogenase^48^, was also downregulated (Fig. 5f). Notably, GO enrichment analyses demonstrated that proteins involved in the metabolic process ranked at the top among all differentially regulated cellular processes between undifferentiated and differentiating spermatogonia (Fig. 5g). 

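Among the genes of mitochondrial respiration tested, none passed limma on the deposited normalization, with condition as its only term and equal weights for the 4 libraries. Of 37 genes of complex I, which takes electrons from NADH, 29 had a positive log2 fold change, and the median was 0.28. Limma with Benjamini-Hochberg adjustment called 0 of them, also when adjusted over the list alone, and 6 were higher and 0 lower at an unadjusted p under 0.05; edgeR called 0 and DESeq2 1 higher. Examples were Ndufb2 with a log2 fold change of 1.04 (standard error 0.28, adjusted p = 0.110 from limma) and Ndufs1, a catalytic subunit, with 0.54 (standard error 0.18, adjusted p = 0.162 from limma). Camera gave complex I an adjusted p of 0.0211 towards higher expression (adjusted p = 0.54 with an estimated correlation).
Of 15 genes of complexes II and III, 15 of complex IV and 17 of ATP synthase, limma called 0, also when adjusted over each list alone. At an unadjusted p under 0.05, 1 gene of complexes II and III was higher, 1 of complex IV lower and 1 of ATP synthase lower, and edgeR and DESeq2 called 0 in each. Their medians were 0.16, -0.10 and 0.03, and their adjusted p from camera 0.231, 0.927 and 0.828. Uqcrc2, a core subunit of complex III, had a log2 fold change of 0.72 (standard error 0.27, adjusted p = 0.182 from limma). Sdha, the flavoprotein of complex II, had 0.42 (standard error 0.18, adjusted p = 0.222 from limma), and Atp5g1, a subunit of the proton ring of ATP synthase, had -0.83 (standard error 0.24, adjusted p = 0.120 from limma). Among 30 genes of the citric acid cycle and pyruvate dehydrogenase, limma, edgeR and DESeq2 called 0, limma also called 0 when adjusted over the list alone, and 1 was lower at an unadjusted p under 0.05. The median was 0.14 and the adjusted p from camera 0.510. Pdhb, a subunit of pyruvate dehydrogenase, had 0.68 (standard error 0.27, adjusted p = 0.196 from limma), and Idh2, the mitochondrial isocitrate dehydrogenase, had -0.76 (standard error 0.25, adjusted p = 0.158 from limma). Of 19 genes of mitochondrial biogenesis and dynamics, limma, edgeR and DESeq2 called 0, as did limma adjusted over the list alone, and 2 were higher at an unadjusted p under 0.05; the median was 0.11 and the adjusted p from camera 0.413. Among 5 kinases and phosphatases of pyruvate dehydrogenase, the 3 tools called 0, as did limma adjusted over the list alone, and 0 were at an unadjusted p under 0.05. Their median was -0.04, their mean 0.05 and camera's direction was up (adjusted p = 0.850). The 13 genes encoded by mitochondrial DNA are not in the deposited table. These counts of 0 rest on both SG libraries and on the normalization. On simulated data limma found 1% of 2-fold and 76% of 4-fold changes, so the counts of 0 cannot exclude changes of about 2-fold. Fits that leave out an SG library take their spread from the dSG pair alone, so their larger counts carry little weight. After the correction for GC content, chosen after seeing the data, limma called 4 genes of complex I and 2 of complexes II and III higher, 1 of complex IV lower, 1 of the citric acid cycle list higher and 3 lower, and 1 of biogenesis and dynamics higher. In complex I, limma called 22 or 17 genes higher and 0 or 11 lower without SG replicate 1 or SG replicate 2. In that order it called 9 or 6 higher and 0 or 4 lower in complexes II and III, 3 or 5 higher and 2 or 6 lower in complex IV, and 4 or 7 higher and 2 or 5 lower in ATP synthase. For the citric acid cycle these were 14 or 12 higher and 7 or 9 lower, for biogenesis and dynamics 9 or 8 higher and 2 or 8 lower, and for the kinases and phosphatases 1 or 3 higher and 2 or 2 lower.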

Taken together, our data reveal differential expression patterns of metabolic regulators between undifferentiated and differentiating spermatogonia at both transcript and protein levels, and these likely drive the metabolic shift from glycolysis to mitochondrial respiration during spermatogonial differentiation.

## Discussion

Previous studies report that increased glycolysis and hypoxia favor the establishment and long-term maintenance of SSCs (refs. ^35,39^), but ROS is also required for SSC self-renewal^38^. To date, no study has directly compared bioenergetic preference between undifferentiated spermatogonia and their differentiating derivatives, nor is clear whether undifferentiated spermatogonia mainly rely on aerobic glycolysis for energy production. Here, we demonstrate that spermatogonial maintenance needs both glycolysis and mitochondrial respiration. Inhibition of glycolysis and OXPHOS in undifferentiated spermatogonia leads to reduced spermatogonial colony size and decreased expressions of SSC marker genes. Glycolysis apparently provides ATP as well as building blocks for other cellular products, whereas OXPHOS likely generates ROS as a signaling molecule for spermatogonial self-renewal^38,49^. Nevertheless, consistent with what we know about other types of somatic stem cells, undifferentiated spermatogonia display a higher glycolytic capacity than their differentiating derivatives that prefer OXPHOS for energy production. We observed that spermatogonial differentiation was dramatically blocked by various inhibitors of mitochondrial respiration. Our data thus suggest that the levels of mitochondrial respiration and ROS production need to be critically regulated for proper spermatogonial proliferation and differentiation. It is plausible that spermatogonia need increased energy supply from OXPHOS to go through a transient proliferation to become differentiating progenitors that will further prepare for meiosis to form spermatocytes.

Although spermatogonia switch their preference for bioenergy production upon RA induction, differentiating spermatogonia still need glycolysis to produce various metabolic intermediates to get ready for meiosis. This is unique to germ cells, as somatic cells generally reduce or even stop proliferation upon differentiation and do not go through meiosis before maturation. We observed that 2-DG and lonidamine, two inhibitors that repress glucose to G6P conversion, significantly blocked spermatogonial differentiation. An increased *Hk3* expression likely compensates *Hk2* reduction during spermatogonial differentiation to meet the need of G6P formation from glycolysis for meiotic preparation. On the other hand, undifferentiated spermatogonia with prolonged treatment of 2-DG showed a significantly reduced number of spermatogonial cells. Lonidamine inhibition further decreased *Id4* and *Gfrα1* expression levels. These data are consistent with a previous report that 2-DG repressed long-term SSC growth and maintenance^35^. Interestingly, 2-DG treatment in spermatogonia upregulated *Ngn3* expression. Undifferentiated spermatogonia become c-Kit^+^ cells by going through a stage of committed progenitors, for which NGN3 is defined as a marker^13,47^. It is plausible that 2-DG blocks spermatogonial differentiation at the NGN3^+^ cell stage. Taken together, our data reveal that the initial step of glycolysis is crucial for both spermatogonial proliferation and differentiation from NGN3^+^ committed spermatogonial progenitors to c-Kit^+^ cells.

Mitochondrial respiration increases upon differentiation induced by RA treatment for 24 or 48 h, as supported by upregulated ROS levels and OCR, indicating that OXPHOS is particularly important for spermatogonial differentiation. Indeed, inhibitors of OXPHOS significantly reduced the formation of c-Kit^+^ differentiated cells. By contrast, obvious alteration in undifferentiated spermatogonia was observed mainly after prolonged treatments for two or three days. Mitochondrial respiration generally generates higher amounts of both ATP molecules and ROS than glycolysis. However, the ATP level dropped first and then elevated on day 3 during differentiation. The discrepancy between a declined ATP level and elevated ROS production suggests a higher energy consumption than production at the early stage of RA-induced differentiation, during which elevated energy demand is required for undifferentiated spermatogonial progenitors to go through transient and rapid proliferation before meiosis.

How do spermatogonia switch their bioenergetic preference from glycolysis to OXPHOS upon RA-induced differentiation? Our RNA-seq and proteomic data provided further clues to answer this question. We found that the metabolic process ranked among the top differentially altered pathways based upon GO enrichment analyses. Expression levels of key enzymes (HK2, ALDOA, PKM, and LDHA) in glycolysis were downregulated during differentiation at both RNA and protein levels. 

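In the RNA-seq libraries these 4 enzymes of glycolysis had lower mean counts in dSG than in SG. None passed limma on the deposited normalization, with condition as its only term and the 4 libraries weighted equally, while DESeq2 on the recovered reads, chosen after seeing the data, called all 4 lower (adjusted p = 8.17e-05 for Hk2, 0.0279 for Aldoa, 0.00290 for Ldha and 0.00900 for Pkm). On simulated data 36 of the 155 calls by DESeq2 were false, against 3 of the 80 by limma. By edgeR, also chosen after seeing the data, Aldoa (adjusted p = 0.0542), Ldha (0.0572) and Pkm (0.0834) did not pass. After the correction for GC content Hk2 (-1.42), Ldha (-1.18) and Pkm (-0.62) passed limma, and Aldoa, at a log2 fold change of -0.46 against -1.02 without it, did not (adjusted p = 0.113). Under quantile normalization Hk2 passed (adjusted p = 0.0357). In the authors' deposited table the adjusted p is 2.06e-04 for Hk2, 0.0374 for Aldoa, 0.00486 for Ldha and 0.0136 for Pkm. Hk2 (ENSMUSG00000000628), on chromosome 6 of GRCm38 from 82725025 to 82774454, had a normalized count of 4673 ± 1590 in SG and 1437 ± 0.998 in dSG (SD, n = 2). Aldoa (ENSMUSG00000030695), on chromosome 7 from 126795234 to 126800751, was at 6106 ± 740 and 3013 ± 272 (SD, n = 2). Ldha (ENSMUSG00000063229), on the same chromosome from 46841475 to 46855627, was at 1398 ± 512 and 515 ± 1.34 (SD, n = 2). Pkm (ENSMUSG00000032294), the pyruvate kinase that makes pyruvate in the last step, lies on chromosome 9 from 59656368 to 59679375 and shares 65.5% of its longest transcript with another locus. It was at 17014 ± 7076 in SG and 6930 ± 236 in dSG (SD, n = 2), a log2 fold change of -1.23 (standard error 0.34, adjusted p = 0.112 from limma with Benjamini-Hochberg adjustment). Pgk1, which makes ATP earlier in the pathway, had -0.98 (standard error 0.28, adjusted p = 0.122 from limma), and 68.8% of its longest transcript is shared with other loci. Hk2, Aldoa, Ldha and Pkm were also lower in dSG when SG replicate 1 was left out (log2 fold changes from -1.30 for Hk2 to -0.79 for Pkm). The same held when SG replicate 2 was left out (from -2.01 for Hk2 to -1.14 for Aldoa). From the differences in transcripts and proteins of metabolic regulators, the paper proposes that these drive the shift from glycolysis to mitochondrial respiration.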

According to our transcriptome profiling, several known metabolic regulators, including *c-Myc* and *Mycn*, two genes that are critical for maintaining glycolysis in undifferentiated spermatogonia^35^, were decreased upon differentiation. Many FOX family members were also differentially expressed between undifferentiated spermatogonia and RA-induced cells. The FOX family of transcription factors is an evolutionarily ancient gene family. More than 40 FOX family members in mammals have been identified and are classified into subfamilies from FOXA to FOXP (ref. ^50^). Of these, FOXO subfamily members have been implicated as metabolic sensors in stem cell regulation^51^. Recently, FOXK1 and K2 were also reported to regulate aerobic glycolysis in somatic cells^52^. 

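Neither Foxk1 nor Foxk2 passed limma between SG and dSG with all 4 libraries. Foxk1 (ENSMUSG00000056493), on chromosome 5 of GRCm38 from 142401497 to 142462011, had a normalized count of 1201 ± 334 in SG and 972 ± 40.4 in dSG (SD, n = 2). Its log2 fold change was -0.28 (95% confidence interval -0.97 to 0.41, adjusted p = 0.501 from limma with Benjamini-Hochberg adjustment). Foxk2 (ENSMUSG00000039275), on chromosome 11 from 121259990 to 121309896, was at 1648 ± 127 and 1349 ± 9.85 (SD, n = 2), a log2 fold change of -0.29 (95% confidence interval -0.76 to 0.19, adjusted p = 0.344 from limma). The sign of Foxk1 turned without SG replicate 1 (0.01), and those of Foxk1 and Foxk2 turned after the correction for GC content, chosen after seeing the data (0.23 and 0.0312). Without SG replicate 2 the log2 fold change was -0.56 for Foxk1 and -0.21 for Foxk2, and without SG replicate 1 that of Foxk2 was -0.36.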

We did not observe any significant change in the expressions of *Foxk1* and *Foxk2* upon spermatogonial differentiation. However, we found six novel *Fox* genes that exhibited more than threefold differences in their expressions between undifferentiated and differentiating spermatogonia (Fig. 5d, Supplementary Table S1). 

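Fox genes with more than 3-fold lower expression in dSG numbered 8 at an adjusted p under 0.05 from limma with Benjamini-Hochberg adjustment, and none was more than 3-fold higher (0 also by edgeR and DESeq2, and 0 higher at an unadjusted p under 0.05). They were Foxd3, Foxc2, Foxf1, Foxl1, Foxa2, Foxp4, Foxh1 and Foxi3. Foxc2 (ENSMUSG00000046714), a factor of mesoderm and vessels, Foxf1 (ENSMUSG00000042812), a factor of mesenchyme, and Foxl1 (ENSMUSG00000097084) lie close together on chromosome 8 of GRCm38, from 121116171 to 121118895, from 121084386 to 121088144 and from 121127940 to 121130644. Foxc2 was at a normalized count of 713 ± 356 in SG and 33.6 ± 0.651 in dSG (SD, n = 2), or 17.8-fold lower (adjusted p = 0.0254 from limma). Foxf1 was at 404 ± 60.1 and 20.6 ± 1.67 (SD, n = 2), or 16.5-fold lower (adjusted p = 0.0237 from limma). Foxl1 was at 82.7 ± 58.2 and 1.35 ± 0.141 (SD, n = 2), or 14.3-fold lower on the log2 scale with its pseudocount (adjusted p = 0.0396 from limma). The log2 fold change of Foxl1 was -3.83, against -3.09 without SG replicate 1 and -4.58 without SG replicate 2, and that of Foxd3 was -4.33, against -3.36 and -5.29. Foxa2 (ENSMUSG00000037025), a factor of endoderm, on chromosome 2 from 148042877 to 148046969, was at 940 ± 445 and 101 ± 4.22 (SD, n = 2), or 8.48-fold lower (adjusted p = 0.0307 from limma). Foxi3 (ENSMUSG00000055874), a factor of ectodermal placodes, on chromosome 6 from 70956531 to 70961066, was at 407 ± 69.0 and 128 ± 26.7 (SD, n = 2), or 3.12-fold lower (adjusted p = 0.0455 from limma). The Foxi3 call was lost with the correction for GC content, chosen after seeing the data, where its log2 fold change was -0.76 (adjusted p = 0.131 from limma). It was also lost without dSG replicate 1 or dSG replicate 2, in fits that take their spread from the SG pair alone. Among settings fixed before the data were examined, the count was 1 with a filter of 40 in every library and 4 with a pseudocount of 40. It was 6 under quantile normalization and with no filter, 7 under upper quartile scaling and with a pseudocount of 0.4, and 13 with the replicate block. EdgeR called 8 and DESeq2 12, both chosen after seeing the data.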

RNA-seq analyses from published studies also showed a similar trend of differential *Fox* expression between undifferentiated and differentiating spermatogonia^53,54^. Our data thus suggest a potential requirement of these novel FOX members, as potential metabolic regulators of the bioenergetic switch during spermatogonial differentiation.

Admittedly, because culture conditions lack of physiological hypoxia environment, oxygen gradient across the testicular lumen, and supporting cells from the niche, studies of in vitro spermatogonial proliferation and differentiation cannot completely recapitulate what may happen in vivo. Nevertheless, our conclusion about a metabolic shift from glycolysis to OXPHOS during spermatogonial differentiation is supported by several lines of in vivo evidence. First, multiple RNA-seq analyses unveil that regulators in glycolysis are decreased in differentiating spermatogonia isolated from testes, while mitochondrial regulators appear to be upregulated, compared to SSCs (refs. ^34,53,54^). We observed the same phenomena by real-time RT-PCR on sorted undifferentiated spermatogonia and their progenitors developed in vivo. Second, we found that LDH activities decreased (Fig. 2e), but ROS levels^45^ elevated in c-Kit^+^ differentiating spermatogonia developed in vivo compared to CD9^+^/c-Kit^−^ undifferentiated population. These data strongly support that a metabolic shift indeed occurs in vivo during spermatogonial differentiation. Further research is warranted to investigate how environmental and developmental stimuli are hardwired with metabolic regulators to fine-tune the differentiation and self-renewal programs of SSCs during spermatogenesis.

## Materials and methods

### Experimental animals and establishment of spermatogonial cell culture

Testes were collected around postnatal day 5 from DBA mice or F1 of DBA crossed with GFP mice (Stock #: 003516, Jackson Lab, Sacramento, CA, USA). Spermatogonial culture was established and cultured according to published protocols^6^. Briefly, seminiferous tubules were incubated at 37 °C in PBS containing 1 mg/mL type IV collagenase (Thermo Fisher Scientific, Waltham, MA, USA) for 15 min and then in PBS/0.05% trypsin (Thermo Fisher Scientific) for 5 min, with occasional agitation. After enzyme digestion, CD9^+^/c-Kit^−^ undifferentiated spermatogonia were sorted by an Aria II flow cytometer (BD Bioscience, San Jose, CA, USA) and then maintained in Stempro34 (Thermo Fisher Scientific) supplemented with 20 ng/ml β-FGF (233-FB, R&D Systems, Minneapolis, MN,USA), 10^3^ U/mL ESGRO (Thermo Fisher Scientific), and 20 ng/mL GDNF/EGF (10561-HNCH/10605-HNAE, both from Sino Biological, Beijing, China). The use of animals and experimental protocols in this study were approved by the Institutional Animal Care and Use Committee of East China Normal University (project no. M20190317) and Michigan State University (08/17-137-00).

### Seminiferous tubule transplantation

Approximately 1 × 10^4^ (~3 µL as total volume) in vitro cultured GFP^+^ spermatogonia with trypan blue were transplanted into the seminiferous tubules of *KIT*^*W/W-v*^ testes (Jackson Lab) at three to five weeks of age. Mice were sacrificed two months later. GFP fluorescence in transplanted testes was examined under an Olympus microscope IX71, followed by histological analysis and immunohistofluorescence of testicular sections.

### Immunofluorescence, immunohistofluorescence, and histology studies

Cells on Matrigel (BD Bioscience) coated cover slides were fixed in 4% paraformaldehyde (Sangon Biotech, Shanghai, China) at 4 °C overnight, and immunofluorescence (IF) assays were performed according to published protocols^55^. The following antibodies were used: PLZF (SC-28319, Santa Cruz Biotech, Dallas, TX, USA), STRA8 (ab49602, Abcam, Cambridge, MA, USA), SYCP3 (ab15093, Abcam), Alexa Fluor 488- or TRITC-conjugated anti-mouse and anti-rabbit secondary antibodies (115-545-146, 115-025-146; 111-545-144, and 111-025-144, Jackson ImmunoResearch, West Grove, PA, USA). Nuclei were stained with 0.5 µg/mL DAPI before being visualized using an Olympus microscope BX53. Images were processed with the Image-J software. For histology studies, testes were fixed in Bouin’s fixative at 4 °C overnight for staining with hematoxylin and eosin, as previously described^56^. For immunohistofluorescence (IHF), testes were fixed with 4% paraformaldehyde in PBS at 4 °C overnight and embedded in paraffin. Testis sections were stained with an ACR antibody (HPA048687, Atlas Antibodies, Sweden), followed by staining with an Alexa Fluor 488-conjugated anti-rabbit secondary antibody (Jackson ImmunoResearch) and Rhodamine-labeled Peanut Agglutinin/PNA (RL-1072, Vector Laboratories, USA). Images were collected using a fluorescent microscope (Leica, DM400BLED368424).

### Spermatogonial differentiation and usages of inhibitors

Spermatogonial cells were maintained in Stempro34 medium with cytokines. Undifferentiated spermatogonia were transferred into Matrigel-coated dishes and spermatogonial differentiation was induced with RA (R2625, Sigma, St. Louis, MO, USA) in the spermatogonial culture medium. All RA treatments were performed with 100 nM RA for 24 h unless specified differently. To test the effects of inhibitors on spermatogonial proliferation, inhibitors were added at 12 h after cell passage. To examine the effects of inhibitors during spermatogonial differentiation, inhibitors were added simultaneously with RA treatment unless otherwise specified. The final concentration of inhibitors used in this study was listed as following unless otherwise specified: lonidamine (400 μM, HY-B0486) and AP-III-α4/ENOblock (20 µM, HY-15858) from MedChemExpress, Monmouth Junction, NJ, USA; 6-aminonicotinamide (1 mM C4497, APExBIO, Houston, TX, USA); 2-DG (10 mM, D8375); oxamate (30 μM, O2751), rotenone (12 μM, R8875), antimycin A (10 μM, A8674), and FCCP (20 μM, C2920) are from Sigma-Aldrich (St. Louis, MO, USA); and oligomycin A (2 µg/mLS1478, Selleck, Houston, TX, USA).

### Flow cytometry

Cells were digested into single cells using 0.05% trypsin and incubated in DMEM containing 10% fetal bovine serum (Thermo Fisher Scientific), stained with fluorochrome-conjugated antibodies, and washed with PBS before being analyzed, or sorted by a BD Fortessa or an Aria II flow cytometer (BD Biosciences). To determine the NAD+/NADH ratio, spermatogonia containing a SoNar probe were excited by 488 and 405 nm lasers, and fluorescence signals were detected through 530/30 FITC and 530/30 Alexa Fluor 430 channels, using BD Fortessa or Aria II flow cytometers. To determine ROS levels, cells were stained with 5 µM H_2_DCFDA (D399, Thermo Fisher Scientific) in PBS containing 1% BSA at 37 °C for 40 min in the dark followed by washing with PBS twice before measurement, using flow cytometers. Antibodies were used with 2 µg/mL per 1–2 million cells as a final working concentration: APC-CD9 (17-0091-82, eBioscience, USA); APC-CD90.2 (105311), and FITC-c-Kit (105806) from Biolegend, USA; and PE-cy7-CD90.2 (561642), PE-c-Kit (553355), and APC-c-Kit (553356) from BD Bioscience, USA.

### ATP measurement

Cellular ATP levels were measured using an ATP Assay Kit (Beyotime Biotech, Shanghai, China) according to the manufacturer’s instructions. Briefly, supernatants (60 µL) from cells were mixed with 60 µL of ATP detection buffer, and luminance signals were measured using an Infinite™ M200 Microplate Reader (TECAN, Männedorf, Switzerland). Protein concentration for each sample was determined by Bradford protein assay, and ATP concentration (µM) per mg of protein was calculated. Three or more technical replicates were examined for each independent experiment.

### LDH activity assay

To measure LDH activity, a Lactate Dehydrogenase Assay Kit (C0017, Beyotime Biotech, Shanghai, China) was used according to the manufacturer’s instructions. Briefly, cells were treated with 150 μL LDH release reagent and 120 μL supernatants were collected into a 96-well plate. After incubation with 60 μL LDH reaction reagent, absorbance was measured at the wavelength of 490 nm with a SPECTROstar Nano Microplate Reader (BMG Labtech, Germany). LDH activities (mU/ml) were calculated using standard curves generated from an LDH standard (L8080, Solarbio, Shanghai, China). Protein concentration for each sample was determined by Bradford protein assay, and LDH activities per mg of protein were calculated. To measure the inhibitory effects of oxamate, LDH activities were determined after incubation of cell lysate with 60 mM oxamate for 15 min on ice. Three or more technical replicates were used for each independent experiment.

### Seahorse analyses

For OCR and ECAR analyses, 2–3 × 10^4^ cells were plated on Matrigel-coated Seahorse XF96 microplates (Agilent Technologies, California, CA, USA, 101085-004). OCR, ECAR, and PER were determined using a XF96 extracellular flux analyzer (Seahorse Bioscience, Billerica, MA, USA). For OCR detection, injection port A on the sensor cartridge was loaded with 150 μM oligomycin A, port B with 200 μM FCCP, and port C with 100 μM antimycin A. During sensor calibration, cells were incubated at 37 °C in a CO_2_-free incubator with 180 μL assay medium (XF Base Medium with 10 mM glucose, 3.75 mM sodium pyruvate, and 2 mM L-glutamine). Basal respiration rates and maximum respiration were calculated following the manufacture’s protocols. For ECAR test, injection port A was loaded with 100 mM glucose, port B with 150 μM oligomycin, and port C with 100 mM 2-DG. Cells were incubated at 37 °C in 180 μL assay medium (XF Base Medium plus 2 mM L-glutamine) before measurement. Glycolytic capacity was calculated according to the manufacturer’s instructions. For PER detection, injection port A on the sensor cartridge was loaded with 100 μM rotenone and 100 μM antimycin A, and port B with 100 mM 2-DG. Cells were incubated at 37 °C in 180 μL of assay medium (XF DMEM with 10 mM glucose, 3.75 mM sodium pyruvate, and 2 mM L-glutamine) for 1 h and fresh medium was changed before measurement. Basal glycolysis, percentage of PER from glycolysis, and compensatory glycolysis were generated automatically through Seahorse Analyzer software. OCR, ECAR, and PER data were normalized to protein concentrations as determined by Bradford protein assay for each sample.

### RNA sequencing and bioinformatics analyses

For RNA-seq analyses, undifferentiated and differentiating spermatogonia were collected in Trizol (Thermo Fisher Scientific), and total RNAs were extracted. The cDNA was synthesized using a High-Capacity cDNA Reverse Transcription Kit (Applied Biosystems, Foster City, CA, USA) according to manufacturer’s instructions. RNA-seq libraries were generated with a NEB Next Directional RNA Library Prep Kit for Illumina® (New England Biolabs, Ipswich, MA, USA). Resulting libraries were size-selected by agarose gel electrophoresis and subsequently sequenced using an Illumina HiSeq-X platform with a 2 × 150 bp modality. Paired-end RNA-seq reads with 150 bp in each end were aligned to the *Mus musculus* genome (GRCm38) using Subread Aligner^57^ with its default parameter settings, and reads were counted using Feature Counts v1.5.3 (ref. ^58^). 

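Between SG and dSG, limma with Benjamini-Hochberg adjustment called 856 of 14108 genes at an adjusted p under 0.05 and at least 2-fold, of which 164 were higher and 692 lower in dSG. Erg, a transcription factor of the ETS family, rose from a normalized count of 194 ± 21.1 to 2864 ± 84.4 (SD, n = 2 per group). Cyp26a1, an RA-degrading enzyme, rose from 14.1 ± 3.07 to 713 ± 22.2 (SD, n = 2 per group). Among called genes with a mean normalized count of at least 200, a limit that Cyp26c1 and Rarb do not reach, others of the 12 largest rises were Ago4, an Argonaute protein, with a log2 fold change of 2.94, Adgra2, an adhesion receptor, with 2.69, Slit2, a guidance ligand, with 2.54, and Cd274, which encodes PD-L1, with 2.44. Under the same limit the largest fall was that of Lhx5, a homeobox gene of the nervous system, by 6.32 on the log2 scale. Crmp1, a cytoskeletal protein of neurons, fell by 5.26, and Nefm, a neurofilament subunit with 19.2% of its exons overlapped by Nefl, fell by 4.70. The homeobox genes Barhl2 and En1 had log2 fold changes of -4.75 and -4.73. Egr3, an early growth response gene, fell by 5.14. Leaving out SG replicate 1 or SG replicate 2 gave 2.33 or 3.56 for Ago4 and -5.73 or -6.91 for Lhx5. In the authors' deposited table, 350 genes were higher and 1367 lower at an adjusted p under 0.05 and at least 2-fold. Without SG replicate 1 limma called 645 higher and 1375 lower, and without SG replicate 2 it called 2380 higher and 2761 lower. Without dSG replicate 1 these were 51 and 438, and without dSG replicate 2 they were 41 and 434.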

DESeq2 (ref. ^59^) was used to identify differentially expressed genes with false discovery rate (FDR) < 0.05 and fold change ≥ 2. KEGG enrichment pathway analyses were performed using KOBAS (ref. ^60^).

### Quantitative proteomics and bioinformatics analyses

For proteomic analyses, one million undifferentiated and differentiating spermatogonia (induced by RA for 36 h) were lifted from feeder cells with gentle pipetting and suspended in 100 µL cell lysis buffer (2% SDS, 100 mM NH_4_HCO_3_, protease inhibitors, and phosphatase inhibitors in PBS). Biological triplicates from each treatment group were collected. Cell lysis was processed through ultrasonication (Branson Sonifier 250, VWR Scientific, Batavia, IL), denaturing, and centrifugation to collect the supernatant. A total of 10 µg of proteins from each sample were utilized for reduction (by DL-Dithiothreitol) and alkylation (by Iodoacetamide). Single-spot solid-phase sample preparation with magnetic beads (SP3) was used to remove salts and SDS following a published protocol^61^. Labeled peptides were combined and processed by zip-tip desalting and high-pH reverse-phase liquid chromatography (RPLC) fractionation on an Easy nano-LC 1200 (Thermo Fisher Scientific) with a capillary column (75 μm i.d. × 50 cm, C18, 2 μm, 100 Å). Fractions were collected every 2 min with 400 nL of eluates into the tube containing the acidic aqueous phase. A total of 30 fractions were collected and analyzed by low-pH nanoRPLC-MS/MS with the same LC system as fractionation. A total of 80% of peptides from each fraction were loaded onto the analytical column (75 μm i.d. × 50 cm, C18, 2 μm, 100 Å) and then separated through a 3-h linear gradient with a flow rate at 200 nL/min. A Q-Exactive HF mass spectrometer (Thermo Fisher Scientific) was used for the MS/MS analysis with ESI voltage at 2 kV and MS parameters as follows: the resolution for full MS was 60,000, AGC at 3E6, the maximum injection time at 50 ms, and scan range at 300–1800 *m*/*z*. A Top10 data-dependent acquisition method was applied with following parameters: quadrupole isolation window was set at 2 *m*/*z*; normalized collision energy at 28 and 30%; MS/MS scan resolution at 30,000, AGC at 1e5, the maximum injection time at 50 ms, dynamic exclusion window at 30 s, fixed first mass at 100, and MS/MS intensity threshold for MS/MS was set 5e4. The database search was processed by Maxquant (v 1.5.5.1)^62^ with Uniport database for *M. musculus* (UP000000589). All parameters were set as default. Reporter ion MS2 was selected with TMT6plex for quantification. Filter by PIF was checked with 0.75 as minimum reporter PIF. The FDR was evaluated through the target–decoy database search. Reporter ion intensity of the first TMT channel (channel 126) was used to normalize reporter ion intensities of the other channels for fold change calculation: each individual reporter ion intensity was divided by the corresponding reporter ion intensity of the channel 126, converting the reporter ion intensity to protein ratio. Protein ratios of each TMT channel were divided by the corresponding median to make sure the ratios of each channel center at 1. The Perseus software was employed to generate volcano plots and perform *t*-test analyses^6^. The differentially expressed proteins between the differentiated and undifferentiated cells were determined with FDR at 0.1 and s0 at 0.1 using the Perseus software. GO terms of the differentially expressed proteins were analyzed by DAVID software^63^.

### RT-PCR and real-time PCR

Total RNAs were extracted using Trizol and reverse-transcribed using a cDNA Synthesis Kit (TaKaRa Biotechnology Co., Ltd., Shiga, Japan). Real-time PCR assays were performed and normalized to β-actin expression as previously described^64^ on a Biorad thermal cycler (Biorad, Hercules, CA, USA) or a Stratagene Mx3000P (Stratagene, San Diego, CA, USA). Sequences of primers used in this study are provided in Supplementary Table S3.

### Statistical analysis

Data were presented as mean ± SEM. All experiments were performed independently at least three times unless specified otherwise. Unpaired Student’s *t*-test (comparison between two groups) or one-way ANOVA (multiple groups) were conducted using the Prism Graphic software with the exception of RNA-seq analyses and proteomics.

## Supplementary information

Supplementary Information

Supplementary Table S1

Supplementary Table S2

Supplementary Table S3

## Data Availability

RNA-seq and proteomic raw data have been deposited in the publicly accessible database GEO (GSE150583) and ProteomeXchange (PXD019136).

## Supplementary information

**Supplementary Information** accompanies the paper at (10.1038/s41421-020-0183-x).

## References

[1] Wylie C (1999). Germ cells. Cell.

[2] Ewen KA, Koopman P (2010). Mouse germ cell development: from specification to sex determination. Mol. Cell Endocrinol..

[3] Griswold MD, Oatley JM (2013). Concise review: defining characteristics of mammalian spermatogenic stem cells. Stem Cells.

[4] Mecklenburg JM, Hermann BP (2016). Mechanisms regulating spermatogonial differentiation. Results Probl. Cell Differ..

[5] Yang QE, Oatley JM (2014). Spermatogonial stem cell functions in physiological and pathological conditions. Curr. Top. Dev. Biol..

[6] Kanatsu-Shinohara M (2003). Long-term proliferation in culture and germline transmission of mouse male germline stem cells. Biol. Reprod..

[7] Kubota H, Avarbock MR, Brinster RL (2004). Culture conditions and single growth factors affect fate determination of mouse spermatogonial stem cells. Biol. Reprod..

[8] Kanatsu-Shinohara M, Toyokuni S, Shinohara T (2004). CD9 is a surface marker on mouse and rat male germline stem cells. Biol. Reprod..

[9] Kubota H, Avarbock MR, Brinster RL (2003). Spermatogonial stem cells share some, but not all, phenotypic and functional characteristics with other stem cells. Proc. Natl Acad. Sci. USA.

[10] Buageaw A (2005). GDNF family receptor alpha1 phenotype of spermatogonial stem cells in immature mouse testes. Biol. Reprod..

[11] Chan F (2014). Functional and molecular features of the Id4+ germline stem cell population in mouse testes. Genes Dev..

[12] Costoya JA (2004). Essential role of Plzf in maintenance of spermatogonial stem cells. Nat. Genet..

[13] Kaucher AV, Oatley MJ, Oatley JM (2012). NEUROG3 is a critical downstream effector for STAT3-regulated differentiation of mammalian stem and progenitor spermatogonia. Biol. Reprod..

[14] Oatley MJ, Kaucher AV, Racicot KE, Oatley JM (2011). Inhibitor of DNA binding 4 is expressed selectively by single spermatogonia in the male germline and regulates the self-renewal of spermatogonial stem cells in mice. Biol. Reprod..

[15] Ikami K (2015). Hierarchical differentiation competence in response to retinoic acid ensures stem cell maintenance during mouse spermatogenesis. Development.

[16] Masaki K (2018). FGF2 has distinct molecular functions from GDNF in the mouse germline niche. Stem Cell Rep..

[17] Kubota H, Avarbock MR, Brinster RL (2004). Growth factors essential for self-renewal and expansion of mouse spermatogonial stem cells. Proc. Natl Acad. Sci. USA.

[18] Meng X (2000). Regulation of cell fate decision of undifferentiated spermatogonia by GDNF. Science.

[19] Anderson EL (2008). Stra8 and its inducer, retinoic acid, regulate meiotic initiation in both spermatogenesis and oogenesis in mice. Proc. Natl Acad. Sci. USA.

[20] Bowles J (2006). Retinoid signaling determines germ cell fate in mice. Science.

[21] Oatley JM, Avarbock MR, Telaranta AI, Fearon DT, Brinster RL (2006). Identifying genes important for spermatogonial stem cell self-renewal and survival. Proc. Natl Acad. Sci. USA.

[22] Yang F (2006). Mouse SYCP2 is required for synaptonemal complex assembly and chromosomal synapsis during male meiosis. J. Cell Biol..

[23] Yuan L (2000). The murine SCP3 gene is required for synaptonemal complex assembly, chromosome synapsis, and male fertility. Mol. Cell..

[24] Brinster RL, Avarbock MR (1994). Germline transmission of donor haplotype following spermatogonial transplantation. Proc. Natl Acad. Sci. USA.

[25] Ogawa T, Dobrinski I, Avarbock MR, Brinster RL (2000). Transplantation of male germ line stem cells restores fertility in infertile mice. Nat. Med..

[26] Ohta H, Tohda A, Nishimune Y (2003). Proliferation and differentiation of spermatogonial stem cells in the w/wv mutant mouse testis. Biol. Reprod..

[27] Ryall JG, Cliff T, Dalton S, Sartorelli V (2015). Metabolic reprogramming of stem cell epigenetics. Cell. Stem Cell..

[28] Wu J, Ocampo A, Belmonte JCI (2016). Cellular metabolism and induced pluripotency. Cell.

[29] Folmes CD (2011). Somatic oxidative bioenergetics transitions into pluripotency-dependent glycolysis to facilitate nuclear reprogramming. Cell Metab..

[30] Zhang J, Nuebel E, Daley GQ, Koehler CM, Teitell MA (2012). Metabolic regulation in pluripotent stem cells during reprogramming and self-renewal. Cell. Stem Cell..

[31] Shyh-Chang N, Daley GQ, Cantley LC (2013). Stem cell metabolism in tissue development and aging. Development.

[32] Wang K (2013). Redox homeostasis: the linchpin in stem cell self-renewal and differentiation. Cell Death Dis..

[33] Green CD (2018). A comprehensive roadmap of murine spermatogenesis defined by single-cell RNA-seq. Dev. Cell..

[34] Hermann BP (2018). The mammalian spermatogenesis single-cell transcriptome, from spermatogonial stem cells to spermatids. Cell Rep..

[35] Kanatsu-Shinohara M (2016). Myc/Mycn-mediated glycolysis enhances mouse spermatogonial stem cell self-renewal. Genes Dev..

[36] Cross BA, Silver IA (1962). Neurovascular control of oxygen tension in the testis and epididymis. J. Reprod. Fertil..

[37] Wenger RH, Katschinski DM (2005). The hypoxic testis and post-meiotic expression of PAS domain proteins. Semin Cell Dev. Biol..

[38] Morimoto H (2013). ROS are required for mouse spermatogonial stem cell self-renewal. Cell. Stem Cell..

[39] Helsel AR, Oatley MJ, Oatley JM (2017). Glycolysis-optimized conditions enhance maintenance of regenerative integrity in mouse spermatogonial stem cells during long-term culture. Stem Cell Rep..

[40] Holley RJ (2015). Comparative quantification of the surfaceome of human multipotent mesenchymal progenitor cells. Stem Cell Rep..

[41] Zhao Y (2015). SoNar, a highly responsive NAD+/NADH Sensor, allows high-throughput metabolic screening of anti-tumor agents. Cell Metab..

[42] Hao X (2019). Metabolic imaging reveals a unique preference of symmetric cell division and homing of leukemia-initiating cells in an endosteal niche. Cell Metab..

[43] Boussouar F, Benahmed M (2004). Lactate and energy metabolism in male germ cells. Trends Endocrinol. Metab..

[44] Meistrich ML, Trostle PK, Frapart M, Erickson RP (1977). Biosynthesis and localization of lactate dehydrogenase X in pachytene spermatocytes and spermatids of mouse testes. Dev. Biol..

[45] Chen W (2020). MFN2 plays a distinct role from MFN1 in regulating spermatogonial differentiation. Stem Cell Rep..

[46] Rothschild G (2003). A role for kit receptor signaling in Leydig cell steroidogenesis. Biol. Reprod..

[47] Song HW, Wilkinson MF (2014). Transcriptional control of spermatogonial maintenance and differentiation. Semin Cell Dev. Biol..

[48] Kolobova E, Tuganova A, Boulatnikov I, Popov KM (2001). Regulation of pyruvate dehydrogenase activity through phosphorylation at multiple sites. Biochem J..

[49] Bigarella CL, Liang R, Ghaffari S (2014). Stem cells and the impact of ROS signaling. Development.

[50] Hannenhalli S, Kaestner KH (2009). The evolution of Fox genes and their role in development and disease. Nat. Rev. Genet..

[51] Liang R, Ghaffari S (2018). Stem cells seen through the FOXO lens: an evolving paradigm. Curr. Top. Dev. Biol..

[52] Sukonina V (2019). FOXK1 and FOXK2 regulate aerobic glycolysis. Nature.

[53] Garbuzov A (2018). Purification of GFRalpha1+ and GFRalpha1- spermatogonial stem cells reveals a niche-dependent mechanism for fate determination. Stem Cell Rep..

[54] Hammoud SS (2015). Transcription and imprinting dynamics in developing postnatal male germline stem cells. Genes Dev..

[55] Zhang J (2016). GASZ and mitofusin-mediated mitochondrial functions are crucial for spermatogenesis. EMBO Rep..

[56] Wang J (2017). NRF1 coordinates with DNA methylation to regulate spermatogenesis. FASEB J..

[57] Liao Y, Smyth GK, Shi W (2013). The Subread aligner: fast, accurate and scalable read mapping by seed-and-vote. Nucleic Acids Res..

[58] Liao Y, Smyth GK, Shi W (2014). featureCounts: an efficient general purpose program for assigning sequence reads to genomic features. Bioinformatics.

[59] Love MI, Huber W, Anders S (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol..

[60] Xie C (2011). KOBAS 2.0: a web server for annotation and identification of enriched pathways and diseases. Nucleic Acids Res..

[61] Hughes CS (2014). Ultrasensitive proteome analysis using paramagnetic bead technology. Mol. Syst. Biol..

[62] Cox J, Mann M (2008). MaxQuant enables high peptide identification rates, individualized p.p.b.-range mass accuracies and proteome-wide protein quantification. Nat. Biotechnol..

[63] Huang da W, Sherman BT, Lempicki RA (2009). Systematic and integrative analysis of large gene lists using DAVID bioinformatics resources. Nat. Protoc..

[64] Zhang X (2014). Transcriptional repression by theS BRG1-SWI/SNF complex affects the pluripotency of human embryonic stem cells. Stem Cell Rep..

# Supplementary material for: A bioenergetic shift is required for spermatogonial differentiation
**Source:** Cell Discov. 2020 Aug 18;6:56. doi: 10.1038/s41421-020-0183-x
**Supplement:** Supplementary file 1 — Supplementary Information

Supplementary Figure Legend

Fig. S1. A distinct bioenergetic preference in undifferentiated and differentiating spermatogonia. (a) Expression levels of *Stra8* were measured by real-time RT-PCR in spermatogonia treated with various RA concentration. $n=3$ (b) An example of histograms of ROS levels measured by flow cytometry in undifferentiated spermatogonia and spermatogonia treated with RA for 24 or 48 hrs. (c) LDH activities were determined in cell lysates from undifferentiated (-RA) and differentiating (+RA) spermatogonia pre-treated with oxamate and normalized to those without oxamate inhibition. (d) Colorimetric display of LDH activities determined on 1×10^5 $CD9^+/c\text{-Kit}^-$ undifferentiated and $c\text{-Kit}^+$ differentiating spermatogonia from P11 mice. (e) Real-time RT-PCR on sorted $c\text{-Kit}^+$ cells from P12 testes. (a, c, e) Data are presented as mean $\pm$ SEM from four independent experiments. * $P < 0.05$; ** $P < 0.01$. Relative gene expression levels were normalized to β -actin expression and calculated in comparison to control group. (f) An example of flow cytometry on $c\text{-Kit}^+$ cells induction by different RA concentration. Right panel shows a colorimetric display of LDH activities, including the ones determined on $c\text{-Kit}^-$ and $c\text{-Kit}^+$ cells from the same 0.1 nM RA-treated population.

Fig. S2. Undifferentiated spermatogonia have higher glycolysis than and differentiating spermatogonia induced by RA treatment, analyzed by Seahorse metabolic assays. (a-b) ECAR (a) and OCR (b) were measured in undifferentiated spermatogonia and in spermatogonia after RA treatment for 48 hrs. Data are presented as mean $\pm$ SEM. $n \geq 5$.

Fig. S3. Inhibition of bioenergetics impacts spermatogonial self-renewal and differentiation. (a-c) Morphology of spermatogonial colonies in the absence or presence of RA for 24-hr, with concomitant treatment of inhibitors for glycolysis (a), an LDH inhibitor Oxamate or Rotenone to repress OXPHOS complex I (b), or with inhibitors to repress various steps of OXPHOS (c). Scale

Bar: 200 μm . Insets are blow-up images with higher magnification powers. (a) Enoblock: Eno; Lonidamine: Lon; 6-Aminonicotinamide: 6-AN. Working concentration of inhibitors was provided in the method.

Fig. S4. Prolonged inhibition of bioenergetics impacts spermatogonial proliferation. (a-b) Morphology of spermatogonial colonies in the absence or presence of RA and various inhibitors of glycolysis (a) or OXPHOS (b) after 2 to 3 days of treatments. Reduced doses of inhibitors were used for Rotenone (6 μM) and Oligomycin (2 $\mu\text{g/ml}$). Scale Bar: 200 μm . Insets are blow-up images with higher magnification powers.

Fig. S5. Metabolic regulators are differentially expressed in undifferentiated and differentiating spermatogonia. (a) Pathway analyses of RNA-seq results using KEGG databases. **(b)** Flow cytometry analyses of CD9 and c-Kit staining on samples that were submitted for proteomic analyses. **(c)** Marker proteins detected by proteomics. N=3. * $P < 0.05$. **(d)** The numbers of proteins that are differentially expressed between undifferentiated and differentiating spermatogonia.

Supplementary Table S1. RNA-seq analyses of undifferentiated (SG) and differentiating (dSG) spermatogonia

Supplementary Table S2. Proteomics of undifferentiated (SG) and differentiating (dSG) spermatogonia

Supplementary Table S3. Primer sequences used in this study

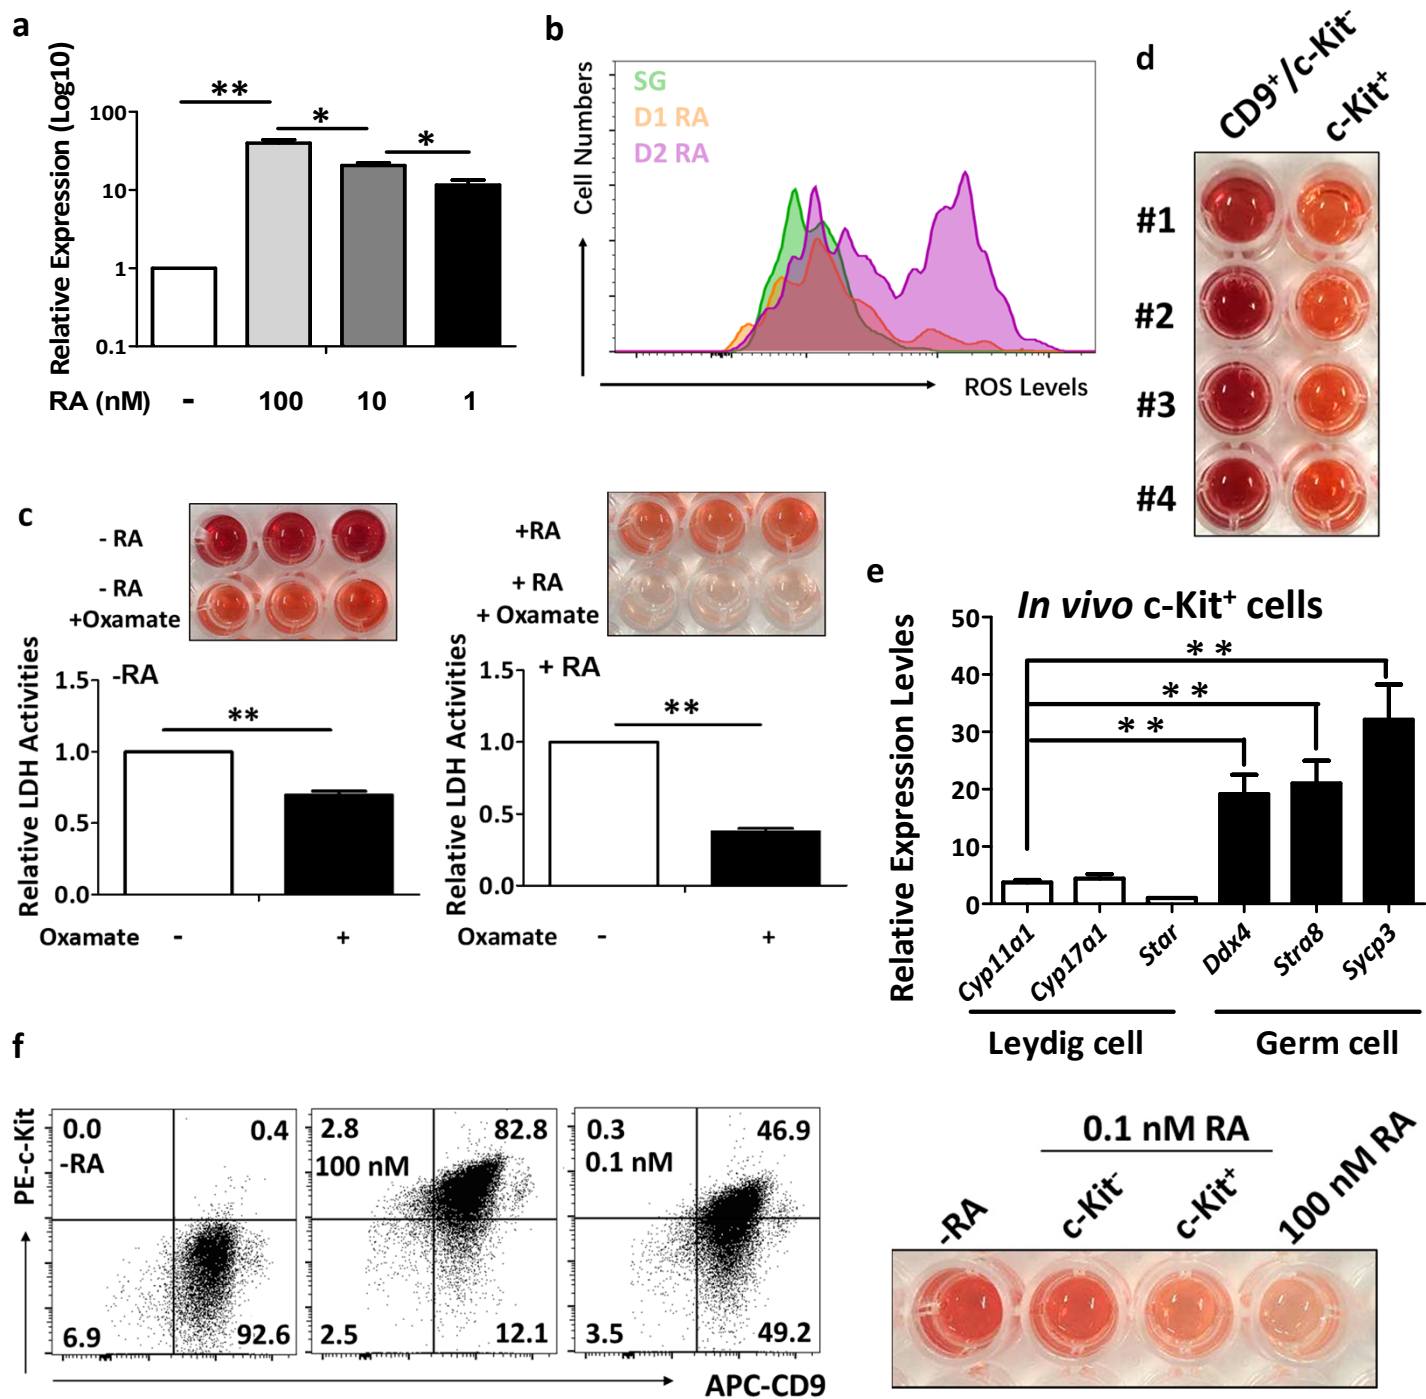

Supplementary Fig. S1

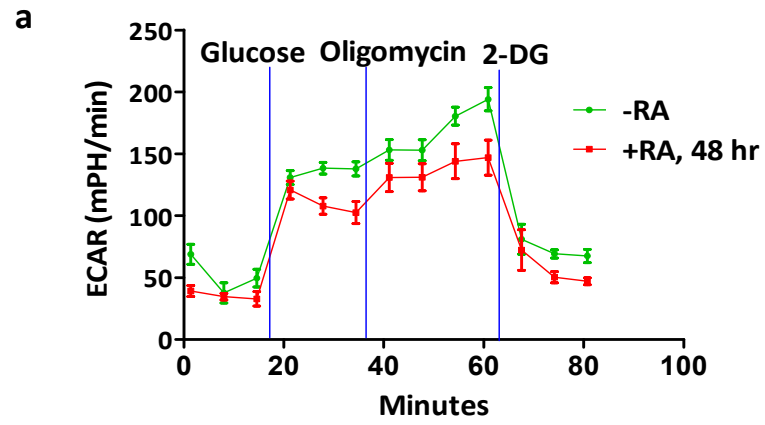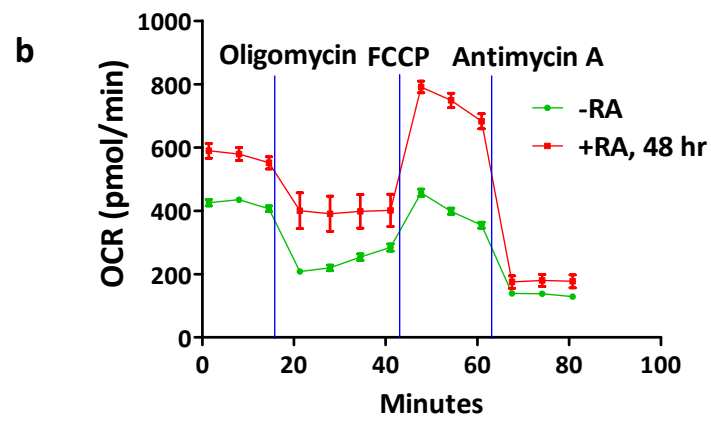

a

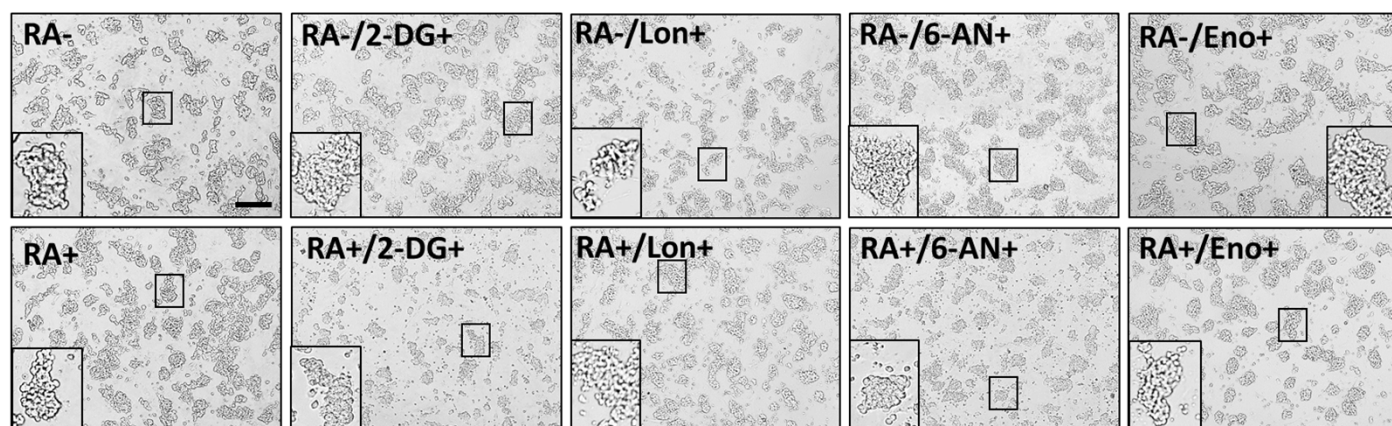

b

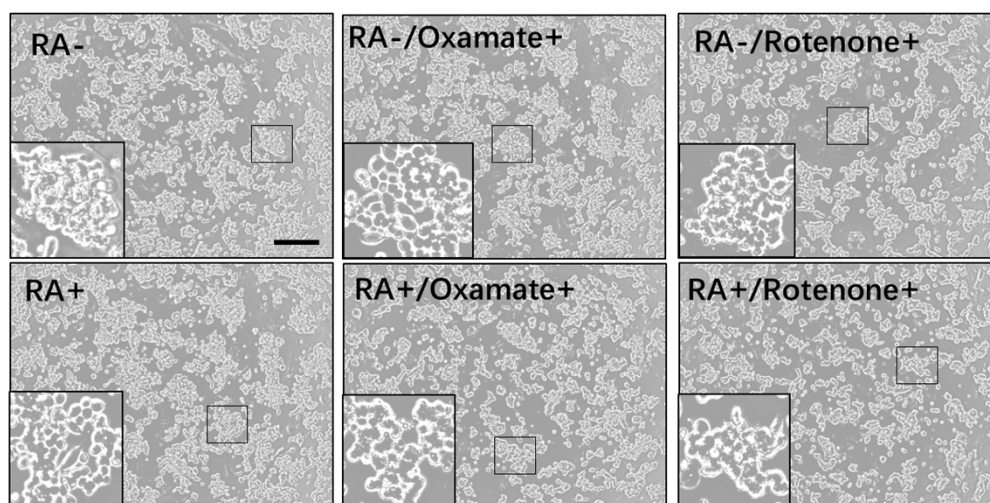

c

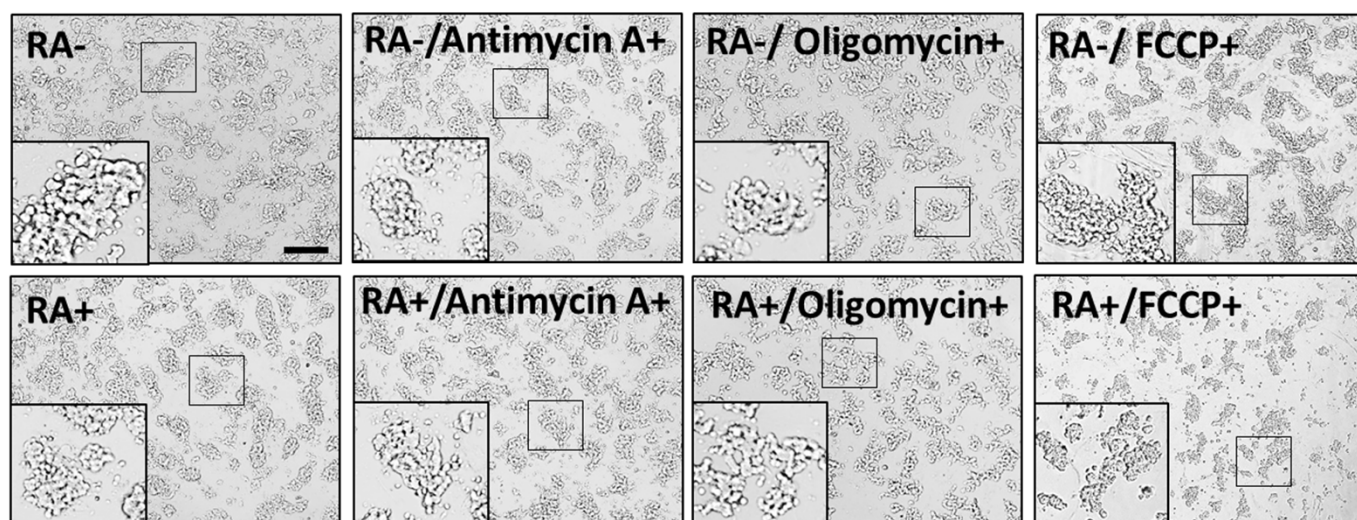

a

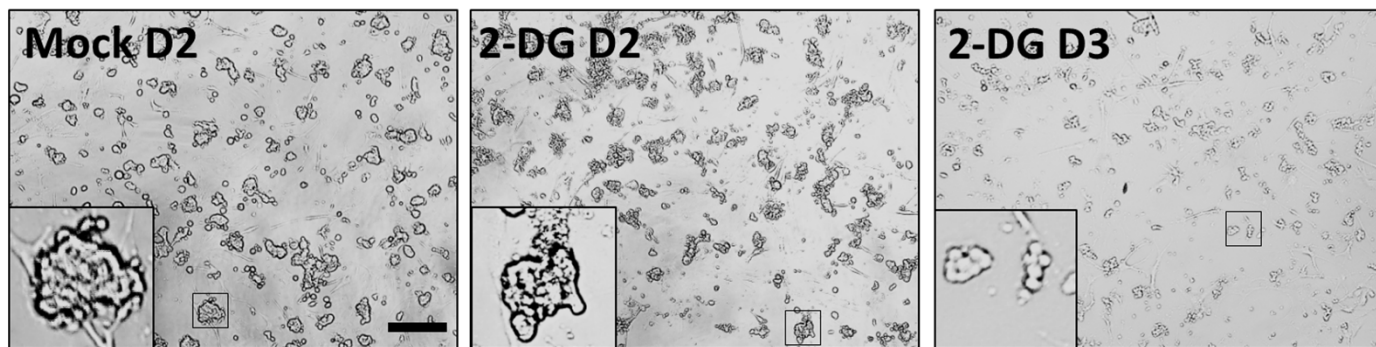

b

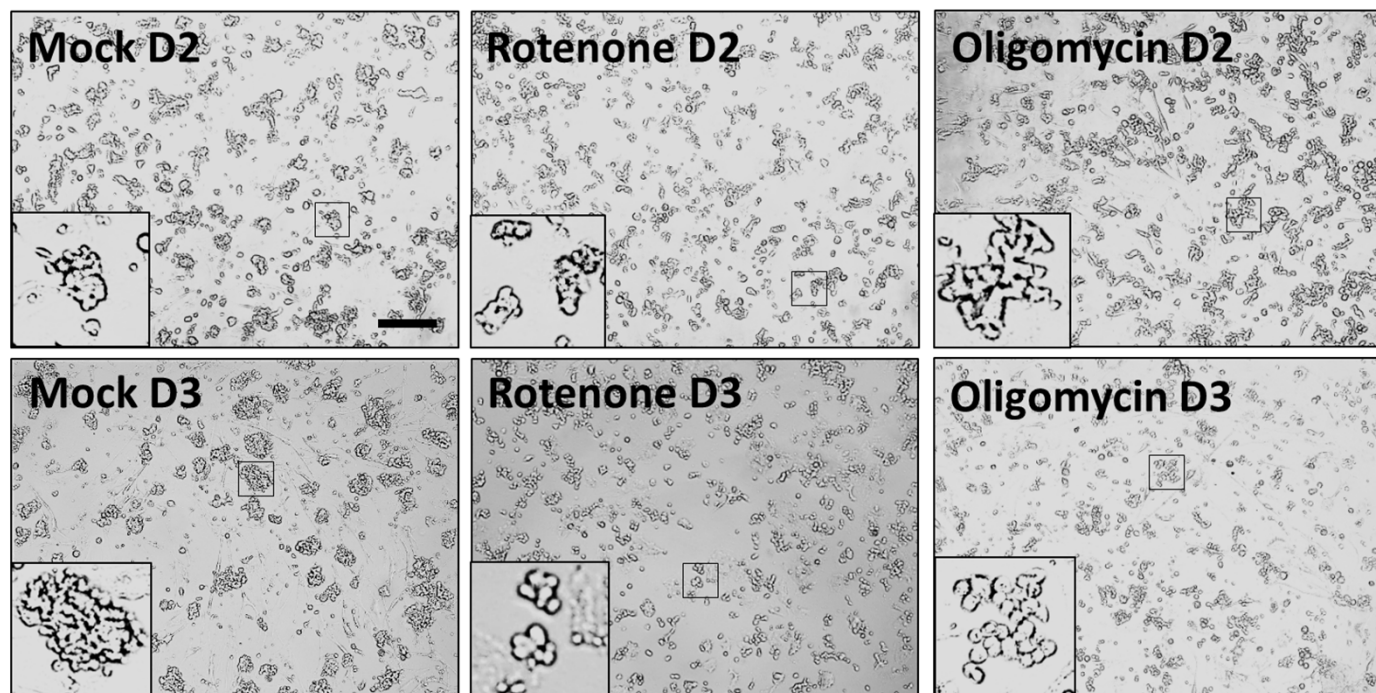

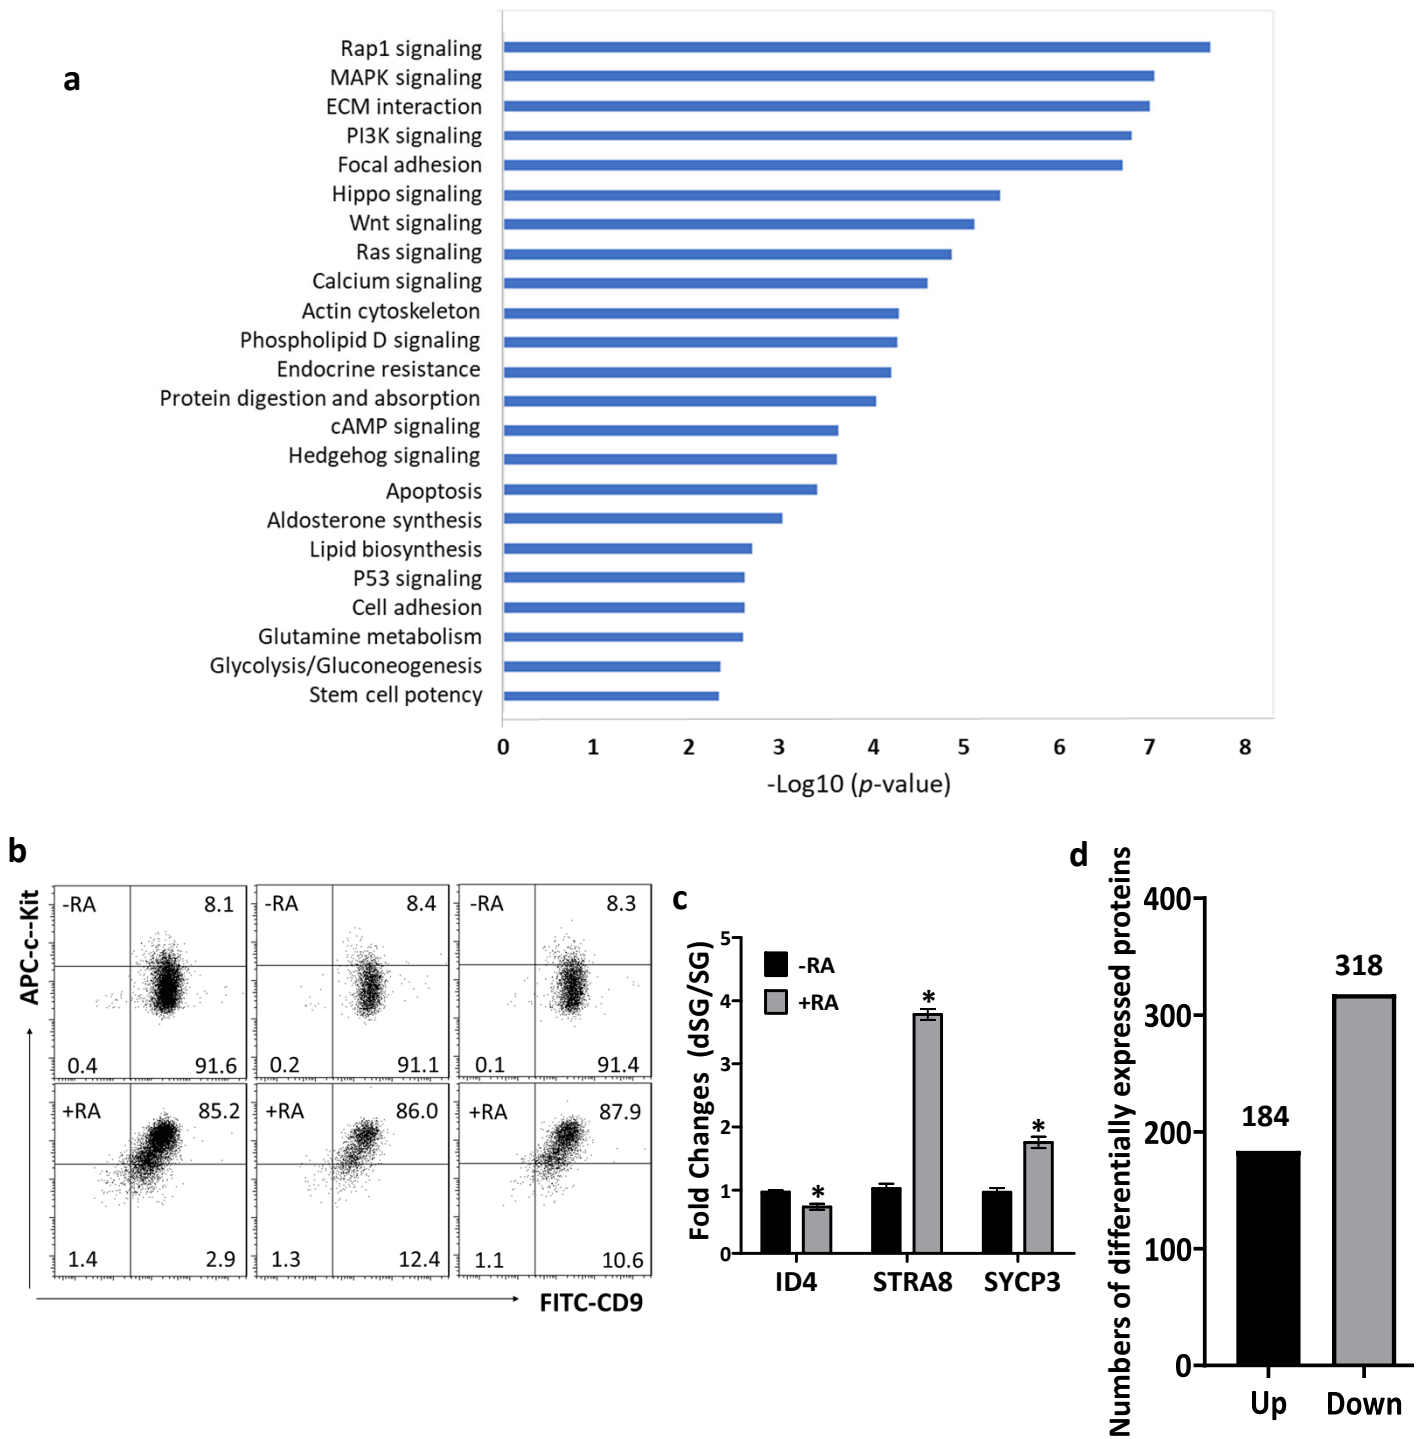

Supplementary Fig. S5

How the deposited data were processed for this re-analysis (not part of the article)

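RNA-seq values of 2 libraries of undifferentiated spermatogonia (SG) and 2 libraries of spermatogonia kept with RA for 36 h (dSG) were used, in 1 comparison. The authors extracted total RNA with Trizol, made directional libraries, sequenced paired ends, aligned the reads to GRCm38 with the Subread aligner at its default settings and counted reads per gene with featureCounts 1.5.3. The submitters' processing notes also name Subread, featureCounts 1.5.3 and DESeq2. The annotation release, the strand setting and the treatment of reads with several matches in the counting are not given in the sources used here, so reads of overlapping genes and of near-identical copies cannot be assigned with certainty.

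The deposited signal per gene and library is a normalized count, which the authors made by dividing the reads of a gene by a size factor for the library. The name of the table says RPKM, but each library's values are whole multiples of 1 step, and dividing by the step gave whole reads for 100% of the values at a tolerance of 0.01. The deposited log2 fold changes are those of dSG over SG that the authors computed with DESeq2, together with their standard errors. The deposited score is the Wald statistic of that test, and the deposited p-values and their adjusted values are the authors' results from it. The columns were matched to the samples by group name and replicate number, where the table names the undifferentiated group SSC and the differentiating group DSG. All 4 libraries were used, at 7484560 reads (SG replicate 1), 26953654 (SG replicate 2), 22307745 (dSG replicate 1) and 26921478 (dSG replicate 2). The RNA-seq has 2 libraries per group, while the statistics section of the paper speaks of at least 3 independent experiments unless specified otherwise.

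The test fixed before the data were examined was written for raw counts or for RPKM values, and the table holds neither. Limma-trend, the test written for RPKM, was therefore run on log2(normalized count + 4) over genes with a normalized count of at least 20 in at least 2 libraries. These limits are the written ones of 0.1 and 0.5 RPKM at 40 normalized counts per RPKM, the value for a transcript of 2 kb in a library of 20 M reads. Condition was the only term, p-values were adjusted by the method of Benjamini and Hochberg, and a gene was called at an adjusted p under 0.05 and, for the count over all genes, at least 2-fold, the limits the authors state. Fold changes are on the log2(value + pseudocount) scale. Means are given with the SD over 2 libraries, and intervals are 95% confidence intervals of the limma fit. Single-library count intervals were not computed, since the spread between libraries far exceeds counting error: the chi-square per degree of freedom was 230 between the SG libraries and 13.2 between the dSG libraries, so no library was a copy of another.

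In all, 33 gene lists of pathways, complexes, cell types and controls were written at the same time: SSC markers, differentiation markers, early meiosis, retinoic acid response and metabolism, glycolysis, pentose phosphate pathway, serine and one-carbon synthesis, TCA cycle and pyruvate dehydrogenase, pyruvate dehydrogenase kinases and phosphatases, complex I, complexes II and III, complex IV, ATP synthase, mitochondrially encoded genes, mitochondrial biogenesis and dynamics, antioxidant and ROS handling, cholesterol synthesis, hypoxia and HIF targets, metabolic regulators of the text, the Fox family, FGF, GDNF and ERK targets, cell cycle, DNA methylation and piRNA pathway, fibroblast and feeder markers, Sertoli, Leydig, peritubular myoid, macrophage and blood, endothelial, epithelial and keratin, and spermatid markers, cytosolic ribosomal proteins and housekeeping genes. For each list the members called over all genes and when adjusted over the list alone were counted, and the list was tested with camera at a preset correlation of 0.01 and with an estimated correlation, and with fry. Named genes are those the paper's text names for the RNA-seq, the 12 largest rises and the 12 largest falls among called genes with both dSG libraries on the same side of both SG libraries and a mean normalized count of at least 200 (5 RPKM in the written rule), without predicted genes and small RNAs, and up to 4 members of each list with the smallest p-value. The heat map of Fig. 5a and the start of Table S1 were seen before this rule was written. The copy of Table S1 used here holds 1997 of the 19991 genes of the deposited table, and no overlap was tested on it. The mitochondrially encoded genes of the list are not in the deposited table. The proteomics, the RT-PCR and the flux measurements were not analysed here.

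Alternatives fixed with the test were quantile normalization, upper quartile scaling, median centring, no filter on low genes, a stricter filter of 40 in every library, limma without trend, pseudocounts of 40 and 0.4, leaving out each library in turn, the replicate number as a block, other limits on the adjusted p and fold, and camera with an estimated correlation. Chosen after seeing the data were edgeR's quasi-likelihood test on the recovered reads with TMM or RLE factors, DESeq2 on the recovered reads, a correction of each library's log2 values for GC content by loess (span 0.3), that correction together with the block, and limma with array weights. On the recovered reads edgeR called 1050 of 15787 genes at an adjusted p under 0.05. In the authors' deposited table, 15083 genes have an adjusted p. Of the genes, 19975 were matched by identifier to a GRCm38 annotation, from which positions, GC content and the longest transcript were taken. Paralogs were searched with BLAST at 95% identity over at least 150 bases of the longest transcript.

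The steps were tested on simulated data drawn for dSG over SG from the means and spread of the real libraries, with 200 genes changed. The simulated libraries shared a single mean profile and a single dispersion per gene. They hold neither the unequal spread of the SG and dSG libraries nor the GC trend of SG replicate 1. Changed genes were drawn from those with a mean normalized count of at least 200, so the rates may differ in the real data. Limma-trend, run on 13972 simulated genes, found 1% of the 2-fold and 76% of the 4-fold changes, with 3 false calls among 80. EdgeR, on 15657 genes, found 1% and 75%, with 4 false calls among 80. DESeq2, on 19991 genes, found 25% and 94%, with 36 false calls among 155. R 4.3.3 was used with limma 3.58.1, edgeR 4.0.16 and DESeq2 1.42.0, with Python 3.11.15, matplotlib 3.10.9 and BLAST 2.17.0.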

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

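The results here stand out because they are changes between SG and dSG, lower in dSG for the gene lists and higher for Cyp26a1 and Erg, in genes that the paper does not discuss for its RNA-seq, with the exception of Etv5 among the ERK targets. No test in this part was chosen after the results were seen, apart from the counts by edgeR and DESeq2. Of 21 targets of FGF, GDNF and ERK signalling tested, 17 were lower in dSG at an adjusted p under 0.05 from limma with Benjamini-Hochberg adjustment and 0 were higher, with 19 lower and 0 higher at an unadjusted p under 0.05, 17 lower and 0 higher by edgeR and 18 lower and 0 higher by DESeq2. Of 24 genes of cholesterol synthesis, limma called 5 lower and 0 higher, with 16 lower and 1 higher at an unadjusted p under 0.05, 7 lower and 0 higher by edgeR and 13 lower and 1 higher by DESeq2. Without SG replicate 1 or SG replicate 2 the count of lower cholesterol genes was 20 or 17, and without dSG replicate 1 or dSG replicate 2 it was 1. Of 6 epithelial and keratin genes tested, 6 were lower by limma, edgeR and DESeq2. Cyp26a1, which encodes an enzyme that degrades RA, had a log2 fold change of 5.32 (standard error 0.25, adjusted p = 0.0237 from limma), higher in both dSG libraries than in both SG libraries. Erg, which encodes an ETS transcription factor, had a log2 fold change of 3.86 (standard error 0.19, adjusted p = 0.0237 from limma), higher in both dSG libraries.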

How the results depend on the processing

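Settings called edgeR, DESeq2, GC correction and array weights were chosen after seeing the data. Of the 73 named genes that limma called, 39 kept their direction and their call under every setting set before the data were examined other than leaving out a library, 27 also when a library was left out, 72 under edgeR and 72 under the GC correction, and none reversed. The stricter filter gave 25 of the 73 no value. Quantile normalization moved the median log2 fold change of all genes to 0.10, from 0.01. Leaving out a library, with the lone sample assumed to vary like the other group, gave 41 to 2380 genes higher and 434 to 2761 lower, 8 to 13 Fox genes over 3-fold, and as lower genes 6 to 20 SSC markers, 2 to 23 of glycolysis, 8 to 21 of the Fox family, 13 to 21 ERK targets and 1 to 20 of cholesterol synthesis, with 5 to 15 higher genes of the RA response. The higher share of all calls was 19.2% with all libraries, 31.9% without SG replicate 1, 46.3% without SG replicate 2, 8.63% without dSG replicate 2 and 32.9% with the GC correction. Depth limits SG replicate 1, with 7484560 reads, most.

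With no filter, 108 genes were higher, with 19991 tested. The stricter filter, which tested 11527 genes and so dropped genes absent from 1 group, called 47 higher and 273 lower, 1 Fox gene over 3-fold, and as lower genes 5 SSC markers, 2 of glycolysis and 1 of the Fox family, with 0 of the RA response higher by limma (at an unadjusted p under 0.05 without that filter 10 were higher, and edgeR called 7 and DESeq2 9). A pseudocount of 40 gave 4 Fox genes over 3-fold and 5 lower Fox genes, and a pseudocount of 0.4 gave 3 higher genes of the RA response. At an adjusted p under 0.01 limma called 0 genes higher and 0 lower, against 3777 genes at an unadjusted p under 0.05. With no limit on the p-value, 13 Fox genes were over 3-fold. Camera with an estimated correlation gave glycolysis an adjusted p of 0.56. The cause of these changes was not tested.

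With the replicate block, limma called 1025 genes higher and 1655 lower, 13 Fox genes over 3-fold, and as lower genes 12 of glycolysis, 14 of the Fox family and 14 of cholesterol synthesis, with 9 higher genes of the RA response. The numbers are shared by the groups but pair no samples in the paper or labels, and the correlation of deviations between same-numbered libraries was 0.23. DESeq2 called 473 higher and 1426 lower, and as lower genes 11 of glycolysis, 13 of the Fox family and 13 of cholesterol synthesis, with 9 higher genes of the RA response. The GC correction called 550 higher and 1122 lower, with 12 lower genes of glycolysis, 16 of cholesterol synthesis and 12 higher of the RA response. The GC correction with replicate block called 841 higher and 1301 lower, and as lower genes 16 SSC markers, 14 of glycolysis, 16 of the Fox family and 19 of cholesterol synthesis, with 13 higher of the RA response. Array weights called 291 higher, with 9 lower genes of glycolysis and 10 of cholesterol synthesis. EdgeR called 197 higher and 849 lower, of which 155 and 686 were also limma calls. The cause was not tested.

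Some genes that limma did not call changed sign. With the GC correction, with or without the replicate block, the log2 fold change was 0.0197 for Eno1, 0.44 for Pdk2, 0.23 for Foxk1, 0.0312 for Foxk2, -0.34 for Pdp1, -0.22 for Atp5f1, 0.0374 for Junb, 0.0515 for Cd68, 0.24 for Csf1r and -0.17 for Crem. For Pdk1 it was 0.14 under quantile normalization and 0.0366 under upper quartile scaling. Leaving out a library gave -0.26 to 0.18 for Pdk1, -0.31 to 0.0732 for Pdk2, -0.56 to 0.00870 for Foxk1, -0.0187 to 0.64 for Lyz2, -0.0362 to 0.33 for Alas2, -0.60 to 0.31 for Csf1r, -0.0864 to 0.72 for Crem and -0.47 to 0.73 for Spaca1. The cause was not tested. Limma on log2(RPKM + 0.1), set for a table that also holds RPKM, was not run because the values are not RPKM.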

Differences from the paper's values

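The paper singles out 6 Fox genes changed more than 3-fold, which it does not give as a count of all such genes, and limma called 8 of all tested at an adjusted p under 0.05, a difference of no more than 1.5 times. DESeq2 on the recovered reads, chosen after seeing the values, called 12, edgeR and the GC correction called 8 and array weights 7. Among the alternatives set before the data were examined, the stricter filter (1), leaving out SG replicate 1 (10) or SG replicate 2 (13), the replicate block (13) and no p-value limit (13) differ from the paper's count by more than that, and quantile normalization (6), no filter (6), upper quartile scaling (7), median centring (8), limma without trend (8), pseudocounts of 40 (4) and 0.4 (7), and leaving out dSG replicate 1 (9) or dSG replicate 2 (8) do not.

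The paper states that SSC markers were high in undifferentiated cells, and limma called Gfra1 and Etv5 lower in dSG but not Id4 (-1.44), Zbtb16 (-1.51) or Sall4 (-0.74). Id4 and Zbtb16 passed with the replicate block. Without SG replicate 1 the log2 fold changes were -1.01 for Id4, -1.08 for Zbtb16 and -0.36 for Sall4. Without SG replicate 2 they were -1.86, -1.95 and -1.12 in that order. In the authors' deposited table Id4 (adjusted p = 0.0128 from DESeq2) and Zbtb16 (0.00133) pass and Sall4 (0.213) does not. Of the settings chosen after seeing the values, DESeq2 and the GC correction with replicate block called Id4 and Zbtb16, and the GC correction and array weights called Zbtb16. For Sycp3, which the paper states rose, limma had 1.50 and did not call it, while it called Kit and Stra8. Sycp3 passed with the replicate block, and with DESeq2 (1.46) and array weights, which were chosen after seeing the values. Under the GC correction, also chosen after seeing them, it was 0.35 and did not pass. Leaving out SG replicate 1 or SG replicate 2 gave Sycp3 a log2 fold change of 1.06 or 1.94.

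The paper states that hexokinases, Aldoa, enolases and lactate dehydrogenases differed, and limma called Eno2 and Ldhb but not Hk1, Hk2, Hk3, Aldoa, Eno1 or Ldha, nor Pkm. All 7 were also lower in dSG without SG replicate 1 and without SG replicate 2. Passing limma there carries little weight, because the spread comes from the dSG pair alone. All but Eno1 passed with the replicate block. In the authors' deposited table Hk1 (adjusted p = 0.112 from DESeq2) and Eno1 (0.372) do not pass either. Hk2 also passed under quantile normalization (-1.50), upper quartile scaling (-1.58) and median centring (-1.62). By proteomics, not analysed here, the paper reports lower HK2, ALDOA, PKM and LDHA protein. By RT-PCR it reports Hk2 lower throughout, and Ldha and Ldhb lower at an earlier time of RA treatment but comparable at a later one. Hk3 was unchanged there at the earlier time and higher at the later one. At 36 h in the RNA-seq Hk3 goes the other way, also in the authors' deposited table (log2 fold change -2.11, adjusted p = 0.0159 from DESeq2). Of the settings chosen after seeing the values, DESeq2 called Hk2, Hk3, Aldoa, Ldha and Pkm, the GC correction called Hk2 (-1.42), Hk3 (-1.33), Ldha (-1.18) and Pkm (-0.62), array weights called Hk2, Aldoa, Ldha and Pkm, edgeR called Hk2 (-1.64), also with RLE factors (-1.66), and the GC correction with replicate block called Hk2, Hk3, Aldoa (-0.46), Ldha and Pkm.

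The paper states that Pdk1, Pdk2, Srf, Myc and Mycn differed, and limma called none, with Myc under the filter on low genes. The paper also gives RT-PCR of known metabolic regulators from separate experiments and a similar pattern of Mycn in cells sorted from testes. By proteomics it reports PDK1 protein as lower, and none of these data were analysed here. In the authors' deposited table Pdk1 (adjusted p = 0.954 from DESeq2), Pdk2 (0.915) and Mycn (0.0731) do not pass either. There Myc has no adjusted p, and Srf passes (2.41e-04). Srf passed with the replicate block. It also passed with DESeq2 (-1.80), the GC correction (-0.86), that correction with replicate block and array weights, which were chosen after seeing the values. Without SG replicate 1 or SG replicate 2 its log2 fold change was -1.27 or -2.30. Mycn passed with the replicate block, and also with the GC correction with replicate block (-0.64), chosen after seeing the values. Without SG replicate 1 or SG replicate 2 Mycn was at -0.42 or -1.66. Pdk1 was at -0.26 without SG replicate 1 and, with the opposite sign, at 0.18 without SG replicate 2, where Pdk2 was at -0.31. Myc passed under no setting that gave it a value, namely no filter (-1.35) and, chosen after seeing the values, edgeR (-1.85) and DESeq2 (-1.98). The paper reports no significant change of Foxk1 and Foxk2, and limma called neither with all libraries. Foxk1 was at -0.56 without SG replicate 2, and Foxk2 at -0.36 without SG replicate 1 and -0.21 without SG replicate 2. Of the genes the paper names that limma called, the GC correction, array weights and no filter drop 1, Foxi3, and a pseudocount of 40 drops Foxl1. The stricter filter drops Foxi3 and gives no value for Stra8, Eno2, Foxc2, Foxf1 and Foxl1. Leaving out dSG replicate 1 or dSG replicate 2 drops Gfra1 and Foxi3, in fits that take their spread from the SG pair alone. DESeq2, edgeR and the replicate block, with or without the GC correction, drop none.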

Other observations

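The tests on single fibroblast transcripts and on all Fox genes together, edgeR, DESeq2 and the correction for GC content were chosen after the results were seen. Fits without an SG library take their spread from the dSG pair alone, so their counts carry little weight. Fits without a dSG library take it from the SG pair alone, so a call lost there may reflect that pair. Targets of FGF, GDNF and ERK signalling, the pathways of the growth factors in the medium, were among the lists with the lowest medians in dSG, beside the epithelial genes. By limma with Benjamini-Hochberg adjustment, 17 of 21 fell over all genes (19 when adjusted over the list alone). Spry4, a feedback inhibitor of the pathway, fell from a normalized count of 3438 ± 226 to 271 ± 1.60 (SD, n = 2 per group), with a log2 fold change of -3.64, and Egr2, an early growth response factor, fell from 2412 ± 622 to 91.8 ± 13.8 (SD, n = 2 per group). Dusp6, a phosphatase of ERK chosen after its values were seen, had a log2 fold change of -3.60. Etv5, Bcl6b and Lhx1 of this list are also SSC markers. Of 24 genes of cholesterol synthesis, 5 fell over all genes (14 fell and 1 rose when adjusted over the list alone). Insig1, a sterol sensor, fell by 1.49, Dhcr7, the last enzyme of the pathway, fell by 1.48, Sqle, squalene epoxidase, fell by 1.37, and Lss, lanosterol synthase, chosen after its values were seen, fell by 1.19. Camera gave this list a median of -1.05 and an adjusted p of 5.90e-05 (adjusted p = 0.54 with an estimated correlation). Without dSG replicate 1 or dSG replicate 2, 1 gene was lower, and Insig1 (adjusted p = 0.281 and 0.259), Dhcr7 (0.242 and 0.314) and Sqle (0.353 and 0.350) did not pass by limma.

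Among 37 cell cycle genes, 5 fell and 0 rose by limma (6 fell and 1 rose when adjusted over the list alone, 12 were lower and 1 higher at an unadjusted p under 0.05, edgeR called 0 and DESeq2 1 higher), at a camera adjusted p of 0.00814 (adjusted p = 0.64 with an estimated correlation). Ccnd1, a cyclin with 23.4% of its exons overlapped by another gene, fell by 3.14, and Cdkn1a, an inhibitor of the cycle, fell by 2.66. Rrm2, which makes deoxynucleotides and shares 27.9% of its longest transcript with other loci, fell by 1.82. Uhrf1, a factor of DNA methylation that shares 44.3%, fell by 1.64, and neither gene passed by limma without dSG replicate 1 (adjusted p = 0.0927 for Rrm2 and 0.175 for Uhrf1). Of 28 antioxidant genes, 3 fell and 0 rose (3 fell and 1 rose when adjusted over the list alone, 8 were lower and 3 higher at an unadjusted p under 0.05, edgeR called 0 and DESeq2 1 higher): Srxn1, sulfiredoxin, fell by 1.95, Txnrd1, thioredoxin reductase, fell by 1.35, and Hmox1, heme oxygenase, fell by 1.33, and none of these passed without dSG replicate 1 or dSG replicate 2. The camera adjusted p was 0.148 at a median of -0.29. Counts from fits that leave out a library carry little weight, since their spread comes from the pair of the other group alone. Without SG replicate 1 the median log2 fold change was -0.29 for the cell cycle genes and -0.27 for the antioxidant genes.

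Of 14 genes of the pentose phosphate pathway, Tkt, transketolase, fell by 1.75 and 0 rose by limma (1 rose and 2 fell when adjusted over the list alone, 2 were higher and 4 lower at an unadjusted p under 0.05, edgeR called 0 and DESeq2 1 higher). The list's median was 0.10 and its mean 0.02, while camera's direction was down (adjusted p = 0.952), and Tkt did not pass without dSG replicate 1 (adjusted p = 0.108) or dSG replicate 2 (adjusted p = 0.190). Of 17 genes of serine and one-carbon synthesis, Phgdh, the first enzyme of serine synthesis, fell by 1.51 and 0 rose (1 rose and 4 fell when adjusted over the list alone, 1 was higher and 5 lower at an unadjusted p under 0.05, edgeR called 0 and DESeq2 1 higher), at a camera adjusted p of 0.0840. Phgdh shares 84.6% of its longest transcript with other loci and did not pass without dSG replicate 1 (adjusted p = 0.280) or dSG replicate 2 (adjusted p = 0.247). Of 19 hypoxia genes, Bhlhe40, a repressor of transcription, fell by 3.25, Adm, a vasodilator peptide, fell by 2.66, and 0 rose (5 fell and 1 rose when adjusted over the list alone, 3 were higher and 5 lower at an unadjusted p under 0.05, edgeR called 0 and DESeq2 2 higher). The median of the hypoxia list was 0.36 and its mean -0.25, with camera's direction up (adjusted p = 0.871), and Adm did not pass without dSG replicate 2 (adjusted p = 0.0688). Of 23 genes of DNA methylation and the piRNA pathway, Uhrf1 and Dnmt3l, a cofactor of DNA methylation that fell by 2.93, were called and 0 rose (2 fell when adjusted over the list alone, 2 were higher and 4 lower at an unadjusted p under 0.05, edgeR and DESeq2 called 0 higher), at a camera adjusted p of 0.547. Dnmt3l did not pass without dSG replicate 1 (adjusted p = 0.0930). With SG replicate 1 or SG replicate 2 left out, limma called 4 or 7 genes of the pentose phosphate pathway higher and 4 or 7 lower, 2 or 3 of serine synthesis higher and 11 or 10 lower, 8 or 11 of the hypoxia list higher and 6 or 6 lower, and 5 or 9 of DNA methylation and the piRNA pathway higher and 12 or 10 lower.

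Most called markers of other cell types were lower in dSG, and Thbs1 and Fbn1 were higher. Of 35 fibroblast and feeder markers, 18 were above the filter, and 4 fell and 2 rose by limma (11 fell and 3 rose when adjusted over the list alone), at a median of -1.51 and a camera adjusted p of 0.00814 (adjusted p = 0.64 with an estimated correlation). Pdgfra, a growth factor receptor, fell by 2.69, Col6a2, a collagen chain, fell by 3.01 and Fstl1, a secreted glycoprotein, fell by 1.50, as did Col6a3 by a log2 fold change of -2.35, while Thbs1, thrombospondin, rose by 2.12 and Fbn1, fibrillin, by 1.45; Col6a3 and Fbn1 were chosen after their values were seen. Fstl1 and Thbs1 did not pass without dSG replicate 1 (adjusted p = 0.241 and 0.0851 by limma). The 6 epithelial genes include Krt8 and Krt18, a keratin pair that fell by 4.52 and fell by 3.52, and Esrp1, a splicing factor that fell by 2.95, at a camera adjusted p of 2.12e-05 (adjusted p = 0.54 with an estimated correlation), and all 6 were also lower when adjusted over the list alone. Krt8 shares 48.1% of its longest transcript with another locus. Leaving out SG replicate 1 or SG replicate 2 gave -3.83 or -5.21 for Krt8 and -2.90 or -4.14 for Krt18. Of 9 Sertoli markers, 3 fell and 0 rose (4 fell when adjusted over the list alone, 4 were lower and 0 higher at an unadjusted p under 0.05, edgeR called 4 lower and DESeq2 5, with 0 higher), at a camera adjusted p of 0.196: Clu fell by 2.36, Sox9 fell by 2.55 and Inhbb fell by 2.84. Clu did not pass without dSG replicate 2 (adjusted p = 0.127). Of 5 endothelial markers, Pecam1 fell by 2.32, Vwf fell by 1.75 and 0 rose (3 fell when adjusted over the list alone, 3 were lower and 0 higher at an unadjusted p under 0.05, edgeR called 2 and DESeq2 3 lower), at a camera adjusted p of 0.0967. Pecam1 (adjusted p = 0.0540) and Vwf (adjusted p = 0.310) did not pass without dSG replicate 1. Of the fibroblast markers edgeR called 7 and DESeq2 10 lower and both called 3 higher. Limma called 11 or 12 of them lower and 3 or 4 higher without SG replicate 1 or SG replicate 2, and 6 or 4 lower and 0 higher without dSG replicate 1 or dSG replicate 2. In the same order of libraries it called 4, 5, 3 or 2 Sertoli markers, 3, 4, 0 or 1 endothelial markers and 6, 6, 4 or 4 epithelial genes lower.

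Limma called 0 of 2 Leydig, 2 myoid, 4 macrophage and blood, and 4 spermatid markers, 31 cytosolic ribosomal protein genes and 20 housekeeping genes. At an unadjusted p under 0.05, 1 myoid marker and 2 ribosomal protein genes were lower, 2 housekeeping genes were higher and 2 lower, and 0 of the others were called. EdgeR and DESeq2 called 1 myoid marker higher, Acta2, a smooth muscle actin under the filter of limma and chosen after its values were seen, edgeR called 0 and DESeq2 called 1 ribosomal protein gene lower, both called 1 housekeeping gene lower, and both called 0 of the others. Adjusted over the list alone, 1 myoid marker was lower and 0 of the others were called. The camera adjusted p was 0.390 for the Leydig, 0.172 for the myoid, 0.921 for the macrophage and blood, 0.850 for the spermatid and 0.510 for the housekeeping list, and 0.0105 for the ribosomal proteins (adjusted p = 0.64 with an estimated correlation), at a median of -0.42. Fits that leave out an SG library called more of these genes, but they take their spread from the dSG pair alone and carry little weight. Without SG replicate 1 the median log2 fold change was -0.27 for the ribosomal proteins and -0.06 for the housekeeping genes. The counts of 0 cannot exclude changes of about 2-fold, of which limma found 1% on simulated data.

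The lower glycolysis genes in dSG were weighed against the scaling of the libraries, GC content and a loss of feeder fibroblasts. Standard errors of medians and their differences come from a bootstrap over the genes of a list. It treats genes as independent and leaves out the spread between libraries, so these comparisons hold for these libraries only. The housekeeping median lay above that of glycolysis by 1.04 (standard error 0.22) and the ribosomal protein median by 0.46 (standard error 0.15), which argues against scaling as the whole cause. After the GC correction the glycolysis median was -0.61 (standard error 0.16), which argues against GC content as the whole cause. A loss of fibroblasts stays open. In the comparison planned for it, the fibroblast median lay below that of glycolysis (-0.63, standard error 0.66), by less than its standard error. That median covers only the 18 of 35 markers above the filter, and leaves out markers that these libraries hardly held. The comparison therefore cannot decide the question. The cultures were started from cells sorted for CD9 without Kit, which does not exclude feeder cells added later. The paper took the cells for its proteomics off feeder cells, and it moved spermatogonia to Matrigel-coated dishes for RA treatment. For the RNA-seq samples it does not name the layer under the cells. In SG the highest mean among Col1a2, Col3a1, Postn, Lum and Dcn, a group chosen after the results were seen, was 16.9 normalized counts. The median loss of the glycolysis genes was 382. Col1a2 and Dcn were at means of 8.09 and 0.315 in SG, while Col1a1 and Col5a1 were at 3547 and 13114. The fibroblast transcripts thus disagree and do not settle the question. A response to RA may also underlie the change, as a hypothesis found and tested on the same libraries.

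The lower Fox genes were weighed against the same explanations. In the comparison planned for it, the fibroblast median lay above that of the 8 called Fox genes by 1.95 (standard error 0.88), which goes against a loss of fibroblasts, but these genes were picked by the limma call and so were bound to lie low (median -3.46). Over all 27 the fibroblast median, again of the 18 markers above the filter, lay below the Fox median (-0.33, standard error 0.91). A loss of fibroblasts and a response to RA thus cannot be told apart. After the GC correction the median of the 27 went from -1.18 to -0.75 (standard error 0.35 by the same bootstrap over genes). This argues against GC content as the whole cause by little more than 2 such standard errors, which leave out the spread between libraries. With that correction the call of Foxi3 ended, its log2 fold change going from -1.64 (standard error 0.27) to -0.76 (standard error 0.29).

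SG replicate 1 stood apart from SG replicate 2, with PC1 at 82.6% of the variance and PC2 at 15.9%. Lower depth argues poorly for it: SG replicate 2 thinned to the depth of SG replicate 1 differed from itself by an SD of 0.158, against 0.808 between the libraries. GC content may explain part of it, with a rho of 0.73 across genes, which are not independent, and the SD between the SG libraries went from 0.81 to 0.57 with the correction. The rest may come from the cells or the RNA, and the design gives no biological difference between these replicates to test.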
